# HGFL-mediated RON signaling supports breast cancer stem cell phenotypes via activation of non-canonical β-catenin signaling

**DOI:** 10.18632/oncotarget.19441

**Published:** 2017-07-22

**Authors:** Sasha J. Ruiz-Torres, Nancy M. Benight, Rebekah A. Karns, Elyse E. Lower, Jun-Lin Guan, Susan E. Waltz

**Keywords:** RON receptor tyrosine kinase, HGFL, breast cancer stem cells, β-CATENIN, breast cancer

## Abstract

Breast cancer stem cells (BCSCs), which drive tumor progression, recurrence, and metastasis, are considered a major challenge for breast cancer treatments, thus the discovery of novel pathways regulating BCSC maintenance remains essential to develop new strategies to effectively target this population and combat disease mortality. The HGFL-RON signaling is overexpressed in human breast cancers and is associated with increased breast cancer progression, metastasis, and poor prognosis. Here, we report that overexpression of RON/MST1R and HGFL/MST1 in cell lines and primary tumors increases BCSC self-renewal, numbers, and tumorigenic potential after syngeneic transplantation. Transcriptome analyses also reveal that the HGFL-RON signaling pathway regulates additional BCSC functions and supports an immunosuppressive microenvironment to stimulate tumor formation and progression. Moreover, we show that genetic and chemical downregulation of HGFL-RON signaling disrupts BCSC phenotypes and tumor growth by suppressing the RON-mediated phosphorylation/activation of β-CATENIN/CTNNB1 and its effector NF-κB/RELA. These studies indicate that HGFL-RON signaling regulates BCSC phenotypes and the tumor microenvironment to drive tumorigenesis and present HGFL/RON as novel therapeutic targets to effectively eradicate BCSCs in patients.

## INTRODUCTION

Breast cancer is the most frequently diagnosed cancer and the second leading cause of cancer-related deaths among women in the United States, with 29% of women expected to develop invasive breast cancer and 14% of patients expected to die from this disease during 2016 [1]. Current treatments against breast cancer include surgery and use of conventional therapies (i.e. chemotherapy and targeted therapy) [1]. While advances in early detection and therapies have decreased breast cancer death rates, 20%–30% of patients develop tumor recurrence and therapeutic resistance, leading to advanced metastatic disease and significant mortality [2–5]. This highlights the lack of effectiveness of current treatments and the need to understand the underlying mechanisms mediating breast cancer progression to aggressive disease to develop effective treatments to combat disease mortality [6, 7].

Increasing evidence demonstrates that a subpopulation of cells within breast tumors, known as Breast Cancer Stem Cells (BCSCs) or breast cancer-initiating cells, drives breast cancer initiation and progression due to their increased self-renewal, survival, and metastatic potential as well as by generating the non-tumorigenic rapidly proliferating bulk cells [4, 8–11]. Additionally, BCSCs show resistance to conventional treatments since these therapies target the rapidly proliferating bulk cells, mediating therapeutic resistance, disease recurrence, and metastasis [4, 8, 10–14]. BCSCs are characterized by the ability to grow as self-renewing mammospheres under 3D-non-adherent conditions over several passages, expression of several cell surface markers (such as human Lin^−^CD44^+^CD24^−^ and murine Lin^−^CD29^Hi^CD24^+^), increased aldehyde dehydrogenase (ALDH) activity, and the ability to form tumors in hosts after transplantation into the mammary gland [8–15]. The majority of transplantation studies have been performed using xenografts of human BCSCs in immunocompromised mice [9, 11, 14]. However, several reports suggest that defects in the immune system and tumor microenvironment affect BCSC tumor initiation and growth, supporting the use of syngeneic models to better recapitulate the tumor microenvironment and BCSC niche [11, 14]. Despite extensive research, BCSCs remain a major obstacle in the clinic since current therapies have not effectively reduced BCSCs in patients [11, 13]. Therefore, the identification of novel molecular pathways supporting BCSC maintenance is critical to develop anti-cancer drugs targeting BCSCs to effectively combat breast cancer progression and improve the long-term survival of these patients [9, 11, 13, 14].

The RON receptor/MST1R is a member of the Met family of receptor tyrosine kinases and is primarily expressed in macrophages and epithelial cells [16]. Binding of its ligand, the Hepatocyte Growth Factor-Like protein (HGFL/MST1), to RON leads to RON activation and stimulates downstream signaling cascades, such as PI3K/AKT, MAPK, and β-CATENIN/CTNNB1, resulting in diverse cellular functions, including cell proliferation, survival, migration, invasion, angiogenesis, and therapeutic resistance [16–23]. As a result, RON is found highly expressed in several human cancers [16]. RON is minimally expressed in normal breast epithelium, but is overexpressed in more than 50% of human breast cancers and is associated with increased breast cancer progression, metastasis, and poor prognosis [16, 20, 23–26]. We previously demonstrated that RON and HGFL play important roles in breast development and tumorigenesis, with alterations in HGFL-RON signaling affecting terminal end bud formation in the developing mammary gland, which contains mammary stem cells, and promoting breast cancer progression and metastasis in transgenic models of breast cancer [6, 17, 18, 27]. However, it is unclear whether HGFL-RON signaling activates BCSC phenotypes to induce aggressive breast cancer.

In this report, we examined the role of HGFL-RON signaling in promoting breast cancer growth through regulation of the BCSC population. Our data using primary tumors from transgenic mice with modulations in RON or HGFL expression shows that overexpression of RON/HGFL increases BCSC self-renewal and numbers and is associated with increased tumor burden. The effects of HGFL-RON signaling on the BCSC population and tumorigenesis were also validated using cell lines with modulations in RON/HGFL expression. Moreover, our RNA-Seq analyses identified novel pathways through which HGFL-RON signaling may regulate BCSC functions and the tumor microenvironment (TME) to enhance tumor initiation and progression. Finally, we demonstrate that genetic downregulation and chemical inhibition of HGFL-RON signaling disrupts BCSC phenotypes by suppressing RON-mediated phosphorylation/activation of β-CATENIN and its downstream effector NF-κB. In summary, these studies indicate that HGFL-RON signaling regulates BCSC phenotypes to drive tumorigenesis and suggest HGFL/RON as potential therapeutic targets to eradicate BCSCs in patients.

## RESULTS

### HGFL and RON expression correlate with the proportion and function of BCSCs in spontaneous breast cancer models

To examine the importance of HGFL-dependent RON signaling in BCSCs, we first investigated the *in vivo* significance of HGFL-RON signaling in promoting breast cancer growth through regulation of the BCSC population using two distinct and well established murine models of spontaneous breast cancer. First, we evaluated the size and self-renewal ability of the BCSC population in the *MMTV-Ron* mouse model of breast cancer with and without modulations in HGFL expression [6, 18]. Flow cytometry analyses of similar sized mammary tumors showed significantly fewer Lin^−^CD29^Hi^CD24^+^ BCSCs in the RON signaling-deficient *MMTV-Ron Hgfl*^−/−^ tumors compared with *MMTV-Ron Hgfl*^+/+^ controls (Figure 1A and 1B). To further our analysis, we plated equal numbers of Lin^−^CD29^Hi^CD24^+^ BCSCs isolated from these tumors under 3D-conditions over two passages to evaluate their mammosphere formation ability. Genetic loss of HGFL resulted in diminished BCSC self-renewal compared to HGFL replete controls (Figure 1C). This correlates with published studies demonstrating that ablation of HGFL-RON signaling delays mammary tumor initiation in this model [6]. Similar studies were performed using the *PyMT* model of breast cancer with modulations in HGFL or RON tyrosine kinase (TK) expression [17], with *PyMT TK*^−/−^ and *PyMT Hgfl*^−/−^ tumors having less Lin^−^CD29^Hi^CD24^+^ BCSCs and reduced self-renewal compared to controls (Figure 1D and 1E). The diminished BCSC populations correlate with decreased tumor growth following genetic ablation of HGFL-RON signaling in the *PyMT* model [17]. Taken together, our studies utilizing spontaneous breast cancer models demonstrate that genetic loss of RON and HGFL leads to a decrease in tumor burden which is associated with a reduction in BCSC numbers and their self-renewal ability, suggesting HGFL-RON signaling as an important regulator of the BCSC population.

**Figure 1:**
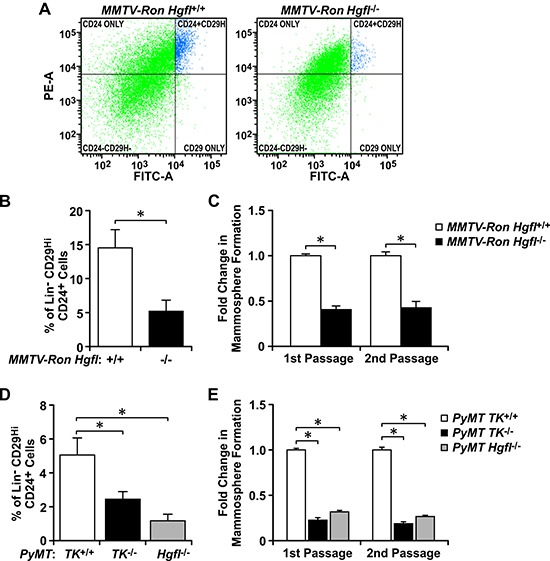
HGFL and RON expression correlate with the proportion and function of BCSCs in spontaneous breast cancer models (**A**) Representative images of the Lin^−^CD29^Hi^CD24^+^ flow cytometry analyses performed for *MMTV-Ron Hgfl*^+/+^ and *MMTV-Ron Hgfl*^−/−^ tumors. (**B**) Quantification of the percentage of Lin^−^CD29^Hi^CD24^+^ cells present in *MMTV-Ron Hgfl*^+/+^ and *MMTV-Ron Hgfl*^−/−^ tumors (*n* = 7-9). (**C**) Fold change in mammosphere formation over two passages obtained for Lin^−^CD29^Hi^CD24^+^ BCSCs from *MMTV-Ron Hgfl*^+/+^ and *MMTV-Ron Hgfl*^−/−^ tumors (*n* = 3-6). (**D**) Percentage of Lin^−^CD29^Hi^CD24^+^ cells obtained for *PyMT TK*^+/+^, *PyMT TK*^−/−^, and *PyMT Hgfl*^−/−^ tumors (*n* = 5–7). (**E**) Fold change in mammosphere formation during first and second passage of culture obtained for Lin^−^CD29^Hi^CD24^+^ BCSCs from *PyMT TK*^+/+^, *PyMT TK*^−/−^, and *PyMT Hgfl*^−/−^ tumors (*n* = 3-6). Bars represent average values ± SEM. *P < 0.05.

### Loss of HGFL-RON signaling diminishes BCSC mammosphere formation and self-renewal

We further investigated whether HGFL-RON signaling supports BCSC phenotypes using a panel of human and murine breast cancer cell lines with modulations in RON and HGFL expression. The efficiency of RON and HGFL modifications are demonstrated in Figure 2A. First, we tested the role of HGFL-RON signaling in regulating BCSC mammosphere formation and self-renewal by culturing the cells with modulations in RON/HGFL expression under 3D-non-adherent conditions over several passages. We initiated our studies utilizing a murine breast cancer cell line that expresses high levels of RON and HGFL (R7 cells) [6, 18, 19, 23]. No changes have been observed between parental R7 cells or R7 cells with a non-targeting (NT) control shRNA (Supplementary Figure 1A depicts no differences in cell growth between R7 cells either untransduced or transduced with a non-targeting (NT) control shRNA). In assessing the effect of HGFL and RON knockdown in R7 cells, we noticed that depletion of either protein resulted in markedly reduced mammosphere formation compared to HGFL and RON expressing control cells (Figure 2B and 2C). Knockdown of either protein resulted in a 3–4 fold decrease in sphere formation, which was observed over both first and second passages in culture (Figure 2C). This reduction in mammosphere formation was corroborated using a second stable RON knockdown cell line, R7 KD (3F7G10), obtained through CRISPR/CAS9 technology, with loss of RON resulting in a similar decrease in mammosphere formation (Supplementary Figure 1B and 1C). Interestingly, we also observed that addition of HGFL reverses the reduction in mammosphere formation ability of R7sh*Hgfl* cells. R7sh*Hgfl* cells treated with HGFL form a significantly higher number of mammospheres compared to R7sh*Hgfl*-vehicle treated cells (Supplementary Figure 1B), suggesting that stimulation of RON signaling rescues the BCSC self-renewal defect observed as a result of HGFL/RON loss.

**Figure 2:**
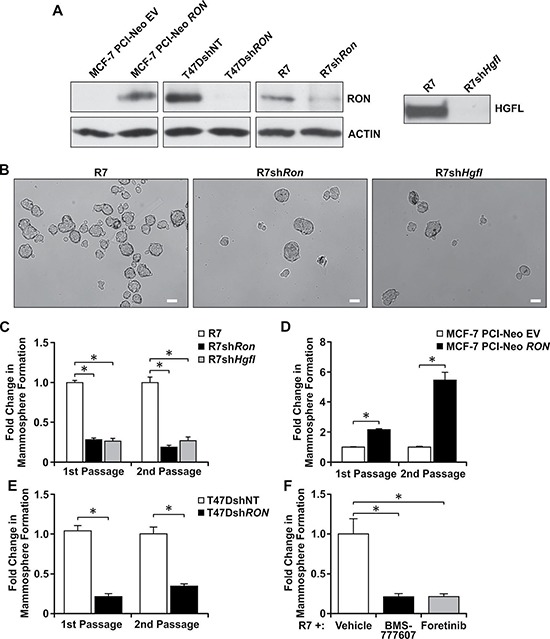
Loss of HGFL-RON signaling diminishes BCSC mammosphere formation and self-renewal (**A**) Left: Western blot images for RON and ACTIN expression in MCF-7, T47D, and R7 cells with modulations in RON expression. Right: Western analysis of conditioned media obtained from R7 control cells and cells with a knockdown of HGFL; HGFL is a secreted protein. (**B**) Representative images of mammospheres from R7, R7sh*Ron*, and R7sh*Hgfl* cells cultured under 3D-conditions. Scale bars=100μm. (**C**) Quantification of the change in mammosphere formation obtained for R7, R7sh*Ron*, and R7sh*Hgfl* cells cultured under 3D-conditions over two passages. (1st passage *n* = 3-5 and 2nd passage *n* = 2 independent experiments performed in triplicate). Mammosphere formation in the control cells was set to 1. (**D**) Fold change in mammosphere formation for MCF-7 PCI-Neo EV and MCF-7 PCI-Neo *RON* cells during first and second passage of suspension culture (*n* = 3-7 independent experiments performed in triplicate). (**E**) Fold change in mammosphere formation of T47Dsh*RON* cells compared to T47DshNT cells in passages 1 and 2 of culture (*n* = 3). (**F**) Fold change in mammosphere formation obtained for R7 cells after treatment with BMS-777607, Foretinib, or vehicle (*n* = 2 independent experiments performed in triplicate). Bars represent average values ± SEM. *P < 0.05.

Similar mammosphere formation studies were performed using human MCF-7 and T47D cells with modulations in RON expression (Figure 2A), with RON overexpressing MCF-7 PCI-Neo *RON* and T47DshNT cells forming a higher number of mammospheres compared to the RON depleted MCF-7 PCI-Neo EV and T47Dsh*Ron* cells (Figure 2D and 2E). These data suggest that BCSCs expressing high levels of RON and HGFL possess increased mammosphere formation and self-renewal abilities. We next tested the translational impact of inhibiting the HGFL-RON signaling pathway in BCSCs using two tyrosine kinase inhibitors with high selectivity for RON, namely BMS-777607 and Foretinib, which are currently in clinical trials. Both BMS-777607 and Foretinib efficiently block RON phosphorylation in R7 cells (Supplementary Figure 2A and 2B) [28–30]. When R7 mammospheres were treated with BMS-777607 or Foretinib, chemical inhibition of RON signaling significantly decreased the self-renewal ability of HGFL-RON expressing R7 BCSCs compared to vehicle-treated controls. Overall, these findings demonstrate that inhibition of HGFL-RON signaling is sufficient to reduce BCSC mammosphere formation and self-renewal abilities and strengthens the clinical significance of targeting this pathway in breast cancer patients.

### HGFL-RON signaling enhances BCSC numbers

Since BCSCs with high levels of RON and HGFL have enhanced self-renewal, we examined whether the expression of this signaling pathway also contributed to the growth of the BCSC population. This subpopulation of cancer cells can be isolated based on their Aldehyde Dehydrogenase (ALDH) enzymatic activity and the expression of different cell-surface markers, such as human Lin^−^CD44^+^CD24^−^ and murine Lin^−^CD29^Hi^CD24^+^ [9, 11, 13]. First, we evaluated the ALDH enzymatic activity of MCF-7 cells with modulations in RON expression by flow cytometry (Figure 3A). Quantification of ALDH^+^ cells is shown in Figure 3B, wherein a significant increase in ALDH^+^ cells was observed in MCF-7 cells with high RON expression compared to MCF-7 PCI-Neo EV control cells. Similar ALDH^+^ analyses were performed using T47D and R7 cells with modulations in RON expression. RON depleted T47Dsh*RON* and R7sh*Ron* cells exhibited fewer numbers of ALDH^+^ cells compared to RON expressing T47DshNT and R7 control cells (Figure 3B). To further support the data obtained by the Aldefluor assay, flow cytometry results were obtained utilizing the human Lin^−^CD44^+^CD24^−^ (Figure 3C) and the murine Lin^−^CD29^Hi^CD24^+^ BCSC markers (Figure 3D). RON or HGFL knockdown lead to decreased BCSC numbers based on marker expression, while ectopic RON expression in MCF-7 cells promoted BCSC numbers. Taken together, these studies indicate that HGFL-RON signaling promotes BCSC maintenance and enhances BCSC numbers.

**Figure 3:**
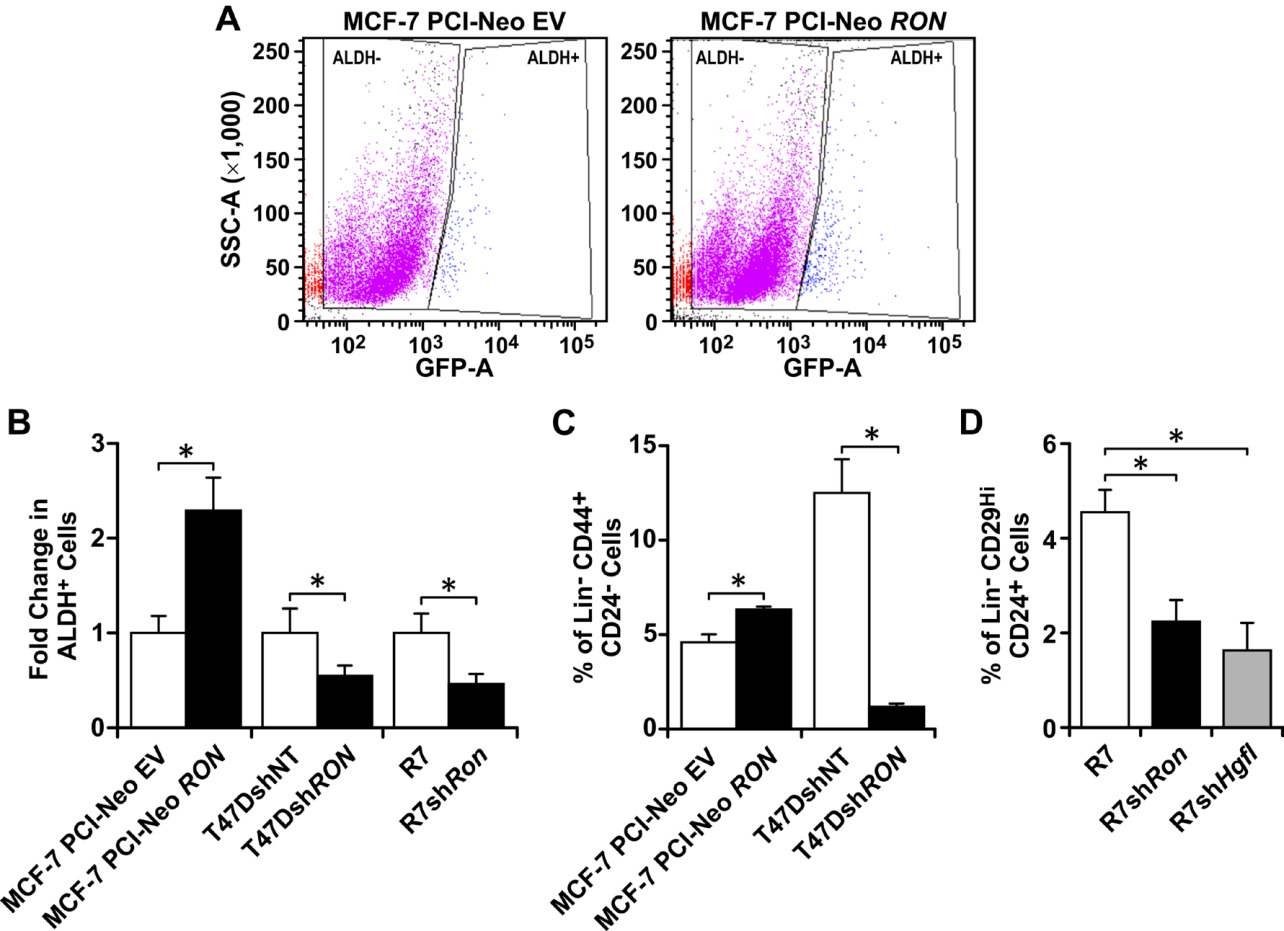
HGFL-RON signaling enhances BCSC numbers (**A**) Representative images of ALDH^+^ flow cytometry analyses performed on MCF-7 PCI-Neo EV and MCF-7 PCI-Neo *RON* cells subjected to the Aldefluor assay. (**B**) Quantification of the change in ALDH^+^ cells obtained for MCF-7 PCI-Neo EV, MCF-7 PCI-Neo *RON*, T47DshNT, T47Dsh*RON*, R7, and R7sh*Ron* cells (*n* = 3–6 per group). Each control cell line was normalized to 1. (**C**) Percentage of Lin^−^CD44^+^CD24^−^ cells obtained for the human MCF-7 PCI-Neo EV, MCF-7 PCI-Neo *RON*, T47DshNT, and T47Dsh*RON* cells (*n* = 3–4 per group). (**D**) Percentage of Lin^−^CD29^Hi^CD24^+^ cells obtained for the murine R7, R7sh*Ron*, and R7sh*Hgfl* cells (*n* = 3–6). Bars depict average values ± SEM. *P < 0.05.

### HGFL-RON signaling supports BCSC tumorigenic potential

An important BCSC property is their ability to form tumors following transplantation [7, 9, 11, 14]. As such, we performed limiting dilution transplantation assays (LDA) to examine whether HGFL-RON signaling regulates BCSC tumorigenic potential. A total of 10, 100, and 1000 Lin^−^CD29^Hi^CD24^+^ BCSCs sorted from R7, R7sh*Ron*, and R7sh*Hgfl* cells were injected into mammary fat pads of syngeneic mice and tumor formation was evaluated. While the three groups formed tumors in mice at a dilution of 1000 cells, the tumor formation of R7sh*Ron* and R7sh*Hgfl* BCSCs was significantly impaired at dilutions of 10 and 100 cells and the BCSC frequency was significantly reduced in these groups compared to R7 BCSC control (Table 1 and Supplementary Figure 3). This data suggests that loss of HGFL-RON signaling reduces the BCSC frequency and tumorigenic potential *in vivo*, consistent with the *in vitro* data demonstrating that R7 cells are enriched for BCSCs relative to R7sh*Ron* and R7sh*Hgfl* cells. Altogether, the data indicate that HGFL-RON signaling contributes to tumor initiation and growth by promoting BCSC self-renewal and tumor-initiating potential, consistent with our previous results (Figure 1).

**Table 1:** Tumor formation of HGFL-RON modulated Lin^–^CD29^Hi^CD24^+^ BCSCs following orthotopic transplantation into syngeneic FVB mice

BCSCs	Tumor Formation			BCSC frequency (95% Confidence Interval)
	10	100	1000	
R7	4/4	4/4	7/7	1/1 (1/15.6–1/1)
R7sh*Ron*	1/4	3/4	4/4	1/61.5 (1/184.2–1/20.5) *P* = 0.000436
R7sh*Hgfl*	1/4	3/4	4/4	1/61.5 (1/184.2–1/20.5) *P* = 0.000436

### HGFL-RON signaling in BCSCs alters genes involved in BCSC functions and in formulating the tumor microenvironment

Since our results demonstrate that HGFL-RON signaling regulates BCSC self-renewal and tumorigenic potential, we next investigated its potential role in regulating additional BCSC functions and the pathways involved in these regulations. 

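RNA-Seq data were analysed for 1 sample of R7 parental cells, 1 of R7 BCSCs and 1 of R7shHgfl BCSCs. R7 is a murine mammary tumor cell line from an MMTV-Ron mouse, the BCSCs are cells sorted as Lin−CD29HiCD24+, and the R7shHgfl cells carry a hairpin against Hgfl. R7shRon BCSCs are not in the files analysed here. The authors aligned paired-end reads to the mm9 genome and quantified the reads on each gene in GeneSpring NGS. The deposited values are in a column headed RPKM, but they behave as estimated counts of reads that were not divided by transcript length or depth. They sum to 23917512 reads for R7 parental cells, 14379151 for R7 BCSCs and 14979919 for R7shHgfl BCSCs, and some are fractions of a read. Reads were found on 15784, 15387 and 15641 of the 36186 rows, respectively. Among whole values up to 20 in the R7 BCSCs, 64.4% were even, and the value 2 was found on 841 rows and the value 1 on 295. Both mates of a read pair were therefore treated as a possible unit of counting, and tests were repeated with the counts divided by 2. Counts were scaled by DESeq's median of ratios over the 3 samples, by 0.7244 for R7 parental cells, 1.2273 for R7 BCSCs and 1.1113 for R7shHgfl BCSCs. Normalized values under 1 were set to 1 before fold changes were taken. The 15187 rows with more than 3 reads in at least 1 sample were tested, following the methods of the paper. Fisher's exact test compared the rounded reads of a gene with the rest of each library, with Benjamini-Hochberg adjustment. With 1 sample per condition, the differences have no replicate check, and the test and the 95% intervals cover only the sampling of reads. The smallest level taken as detectable, 3 reads, was 0.13 CPM in R7 parental cells, 0.21 in R7 BCSCs and 0.20 in R7shHgfl BCSCs.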

For this, we identified a list of genes that are uniquely upregulated and downregulated in R7 Lin^−^CD29^Hi^CD24^+^ BCSCs compared to R7 parental cells and then examined how modulation in HGFL-RON signaling affected the expression of these genes. RNA-Seq analyses for R7 Lin^−^CD29^Hi^CD24^+^ BCSCs and R7 parental cells showed differential expression of 767 genes, with 474 genes being upregulated and 293 genes being downregulated in R7 Lin^−^CD29^Hi^CD24^+^ BCSCs (Supplementary Figure 4A). 

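In the re-derived counts, 658 genes differed more than 5-fold between R7 BCSCs and R7 parental cells (no replicates), with 360 genes higher and 298 genes lower in R7 BCSCs. When the scale per read was taken from the steps in Supplementary Table 2 instead of the 3 files, 474 genes were higher and 293 lower. A gene with 4 reads in R7 BCSCs and none in R7 parental cells had 4.91 normalized reads on the first scale and 5.57 on the second, and 85 of the 118 genes past 5-fold only on the second scale were of this kind. Of the 658 genes, 217 had no reads in one of the samples and 193 had fewer than 10 reads in both, while 154 had at least 100 reads in one of them. The adjusted p from Fisher's exact test was under 0.05 for 587 genes, and for 379 genes when reads were counted as pairs. Tnk1 had 0 reads in R7 parental cells and 101.5 in R7 BCSCs, a log2 fold change of 6.96 with the floor of 1 (adjusted p = 3.98e-43, Fisher's exact test). Other large increases were in Tgm4 (0 and 100.5 reads), E130218I03Rik (0 and 82.96 reads) and Sla2 (7.98 and 431.07 reads). Car6 had 1062.74 reads in R7 parental cells and 2 in R7 BCSCs, a log2 fold change of -8.29 (adjusted p = 2.36e-211, Fisher's exact test). Decreases were also large in P2rx3 (214 and 1 reads on one of its rows), Cyp4f40 (98 and 0 reads), Cox6a2 (204 and 2 reads) and Soat2 (467.20 and 5 reads). Across the alternatives the count ran from 56 genes, with an adjusted p under 0.05 required from edgeR's exact test at an assumed coefficient of variation of 0.4, to 3571 genes at a fold threshold of 2.

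**Figure D1:**
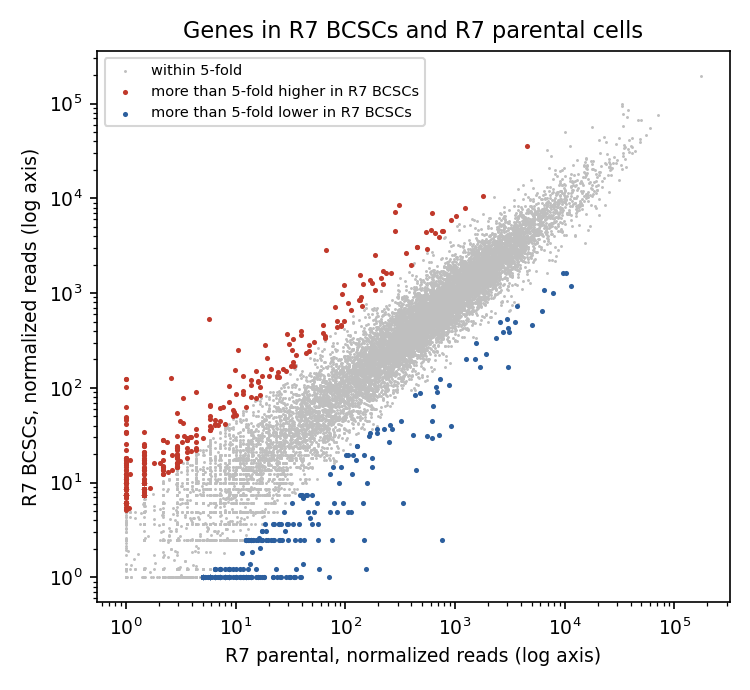
Normalized reads of each tested gene in R7 parental cells (x axis) and R7 BCSCs (y axis), both on log axes, with values under 1 drawn at 1. Colored points are the 360 genes higher and the 298 genes lower by more than 5-fold in R7 BCSCs, many of which lie at the floor of 1 in one sample.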

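Supplementary Table 1 lists 163 distinct genes under 9 processes raised in R7 BCSCs and 24 genes under 6 processes lowered. The lists were drawn from genes chosen for a change of more than 5-fold in these same samples. Of the listed genes, 136 were more than 5-fold higher and all 24 were more than 5-fold lower than in R7 parental cells (no replicates). Fewer than 10 reads in both samples were found for 54 of the raised genes and 5 of the lowered genes. The numbers past 5-fold were 53 of 62 genes for cell proliferation, 68 of 74 for cell migration, 53 of 61 for cell adhesion, 32 of 34 for angiogenesis and 63 of 70 for development. They were 16 of 22 for ECM organization, 24 of 26 for wound response, 8 of 9 for sterol biosynthesis and 15 of 15 for cytokine secretion. Among the genes with the smallest p in these lists, Nr4a1 rose from 430 to 6889 reads (log2 fold change 4.76), Hes1 from 396 to 3717 reads (3.99) and Id1 from 260.06 to 2063 reads (3.75). For sterol biosynthesis, Hmgcs1 rose from 1417.18 to 5256.53 reads (log2 fold change 2.65). Of the lowered lists, steroid metabolism had 14 of 14 genes past 5-fold, among them Cyb5r1 with 8933.71 reads in R7 parental cells and 882.72 in R7 BCSCs (log2 fold change -2.58). The 3 genes for natural killer cell proliferation rest on few reads. Il23a had 30 reads in R7 parental cells, Il12b had 14 and Cd244 had 8, and R7 BCSCs had 0 reads for each (adjusted p = 2.88e-06, 0.0033 and 0.0465, Fisher's exact test). Of the 160 listed genes past 5-fold, 17 passed edgeR's exact test at an assumed coefficient of variation of 0.4. From these gene lists the paper reasons that R7 BCSCs are an aggressive tumor-initiating population that may modulate the TME.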

Ontology analyses revealed that R7 Lin^−^CD29^Hi^CD24^+^ BCSCs induce the transcription of developmental genes as well as of genes promoting BCSC functions (such as proliferation, migration, and adhesion), angiogenesis, extracellular matrix (ECM) organization, wound response, and the production of sterols and cytokines, whereas repress genes involved in steroid metabolism, natural killer cell proliferation, and T cell proliferation/differentiation compared to controls (Supplementary Figure 4B and 4C; Supplementary Tables 1 and 2), establishing the R7 Lin^−^CD29^Hi^CD24^+^ BCSCs as an aggressive tumor-initiating population that may modulate the TME to promote tumor growth.

To determine novel HGFL-RON signaling-dependent transcriptional networks that might regulate BCSC functions and the TME, we next examined RNA-Seq data for these differentially regulated 767 BCSC genes obtained for Lin^−^CD29^Hi^CD24^+^ BCSC populations from R7, R7sh*Ron*, and R7sh*Hgfl* cells (Figure 4A and 4B; Supplementary Tables 3, 4, 5). 

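The copy of Supplementary Table 2 analysed here holds 766 genes, 473 higher and 293 lower in R7 BCSCs than in R7 parental cells, and their expression was compared between the R7shHgfl BCSCs and the R7 BCSCs. Of the 766 genes, 398 changed more than 2-fold (no replicates). Among the 473 genes raised in R7 BCSCs, 164 fell and 68 rose more than 2-fold in R7shHgfl BCSCs, and 241 stayed within 2-fold. The order was reversed when at least 10 reads were required in a sample (54 fell and 67 rose). It was also reversed with a floor of 5 normalized reads (59 fell and 68 rose). Among the 293 genes lowered in R7 BCSCs, 145 rose and 21 fell more than 2-fold, and 127 stayed within 2-fold. Across the other 14421 tested genes, 9.7% fell and 15.1% rose more than 2-fold. Fewer of these genes passed a test against sampling noise. The genes were chosen for their change in the same R7 BCSCs library, whose noise therefore enters both the choice and the test. A small p here does not exclude that noise. With an adjusted p under 0.05 from Fisher's exact test also required, 70 of the raised genes fell and 59 rose, and 63 of the lowered genes rose and 9 fell. The largest increase was in Arl11, with 1 read in R7 BCSCs and 47 in R7shHgfl BCSCs (log2 fold change 5.41, adjusted p = 2.02e-12, Fisher's exact test). Creb3l4 (0 and 31 reads), Pla2g2e (0 and 29), B130024G19Rik (0 and 26) and Col25a1 (0 and 22) followed. The largest decrease was in Gm21179, with 40.5 reads in R7 BCSCs and 0 in R7shHgfl BCSCs (log2 fold change -5.64, adjusted p = 1.58e-12, Fisher's exact test). Mmp24 (104.5 and 2.53 reads), Vldlr (26 and 0), Sele (107.48 and 4) and Glyat (23 and 0) followed. With an adjusted p under 0.05 required from edgeR's exact test at an assumed coefficient of variation of 0.4, 6 genes remained.

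**Figure D2:**
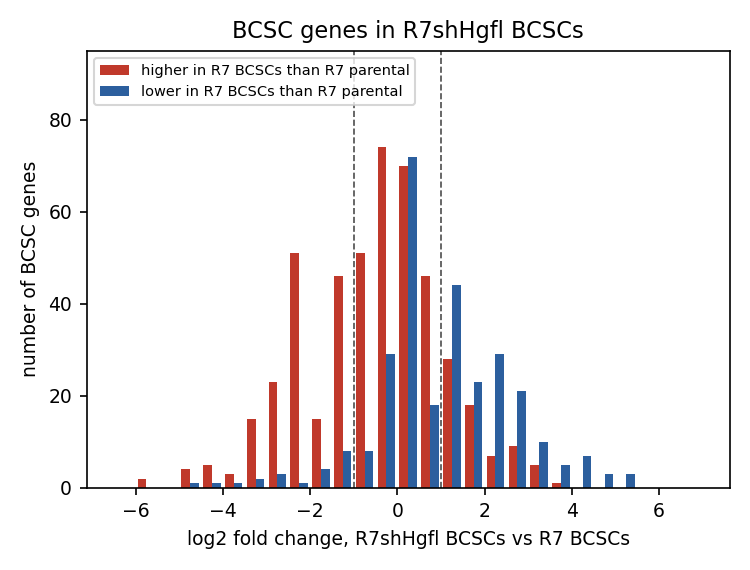
Number of BCSC genes (y axis) by log2 fold change between R7shHgfl BCSCs and R7 BCSCs (x axis), for genes higher and genes lower in R7 BCSCs than in R7 parental cells. Dashed lines mark a 2-fold change. Beyond them 164 of the higher genes fell and 68 rose, and 145 of the lower genes rose and 21 fell.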

Ontology analyses demonstrated that loss of HGFL-RON signaling in BCSCs stimulates the transcription of genes mediating immune responses, cell differentiation, apoptosis, and ECM assembly, whereas suppresses BCSC functions (such as self-renewal/maintenance, proliferation, migration), angiogenesis, wound response, and sterol metabolism compared to R7 Lin^−^CD29^Hi^CD24^+^ BCSCs. 

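Supplementary Tables 3 and 4 sort the BCSC genes into clusters, and the values of R7shHgfl BCSCs against R7 BCSCs are given here for the clusters not defined by R7shRon BCSCs. The paper formed the clusters from genes changed more than 2-fold in these same samples or in R7shRon BCSCs, so that the direction within a cluster follows from the selection. Of the listed genes, 104 changed more than 2-fold in the direction of their cluster (no replicates), and 67 of them had an adjusted p under 0.05 from Fisher's exact test. In Supplementary Table 4, all 8 genes of the cluster lower in R7 BCSCs listed for immune response, all 6 for differentiation, all 6 for apoptosis and all 6 for ECM assembly rose more than 2-fold in R7shHgfl BCSCs. The adjusted p from Fisher's exact test was under 0.05 for 4, 4, 4 and 5 of them. In the cluster of Supplementary Table 4 raised in R7shHgfl BCSCs, 11 of 15 genes rose more than 2-fold and 4 stayed within 2-fold. For cell adhesion in that cluster, 3 of 6 genes rose more than 2-fold. In Supplementary Table 3, Fmod, listed for ECM assembly, rose from 324.44 to 1348.05 reads (log2 fold change 1.91). Itgb3, listed there for immune response, rose from 14 to 127 reads (3.04). The lists for suppressed functions fell. Postn had 588 reads in R7 BCSCs and 94 in R7shHgfl BCSCs (log2 fold change -2.79, adjusted p = 2.21e-91, Fisher's exact test), and Has2 had 152.78 and 29 reads (-2.54, adjusted p = 3.96e-22, Fisher's exact test). In the cluster raised in R7 BCSCs, all 8 genes for proliferation fell more than 2-fold, but only 2 of them had an adjusted p under 0.05 from Fisher's exact test. All 6 genes for migration in that cluster fell and passed the same test. For steroid metabolism, Vldlr fell from 26 to 0 reads and Stc2 from 99.92 to 53.24 reads. Of the sterol biosynthesis genes of Supplementary Table 3, however, Insig1 rose from 996 to 2641.18 reads (log2 fold change 1.26) and Cyp51 from 4411.00 to 7914.00 reads (0.70). The 3 steroid synthesis genes of Supplementary Table 4 had a median log2 fold change of 1.15, 2 of them past 2-fold, but on few reads. In R7 BCSCs and R7shHgfl BCSCs, Cyp2e1 had 2.1 and 6.5 reads, Cyb5r2 0 and 2, and Soat2 5 and 8.08. The sampling interval of each included 0, so that no rise can be told from sampling noise. The 104 genes became 2 when edgeR's exact test with an assumed coefficient of variation of 0.4 was also required. The paper reasons from these lists that HGFL-RON signaling in BCSCs holds back immune, differentiation and apoptosis genes and maintains BCSC functions.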

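Type-I IFN genes named in Supplementary Table 3, which were chosen for their change in these same samples, were higher in R7shHgfl BCSCs than in R7 BCSCs (no replicates). Mx2 rose from 13 to 117.15 reads (log2 fold change 3.03, adjusted p = 1.97e-20, Fisher's exact test), Oas2 from 11 to 72 reads (2.57, adjusted p = 3.81e-11, exact test) and Zbp1 from 7 to 44 reads (2.51, adjusted p = 4.47e-07, exact test). Ifitm1 rose from 13 to 57 reads, a log2 fold change of 1.99. R7 parental cells had 2 reads for Mx2, 2 for Oas2, 0 for Zbp1 and 2 for Ifitm1. The genes listed for STAT4 phosphorylation and JAK2 kinase activation, Il12b and Il23a, belong to a cluster raised in R7shRon BCSCs, which were not analysed here. Both had 0 reads in R7 BCSCs and 0 in R7shHgfl BCSCs, so that no rise was seen for either. Jakmip2, listed for JAK/STAT activation in Supplementary Table 3, did rise, from 8 to 37 reads (log2 fold change 2.07). Of the listed pathway inhibitors, Dkk3, an inhibitor of WNT/β-CATENIN signaling, rose from 801.18 to 2125.43 reads (log2 fold change 1.26, adjusted p = 4.42e-124, Fisher's exact test). Nr4a1, listed as an NF-κB inhibitor, rose from 6889 to 21009.98 reads (log2 fold change 1.47), and Cyp1b1 rose from 7 to 20 reads (1.37, adjusted p = 0.0326, exact test). The rise in Cyp1b1 was within sampling noise when reads were counted as pairs (adjusted p = 0.278, exact test). R7 parental cells had 130 reads for Dkk3, 430 for Nr4a1 and 0 for Cyp1b1. Each inhibitor was thus already higher in R7 BCSCs than in R7 parental cells (log2 fold changes 3.38, 4.76 and 3.10). The paper reports that anti-tumor immune pathways, STAT4/JAK2 and Type-I IFN, are activated and BCSC regulators inhibited in BCSCs deficient in HGFL-RON signaling.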

Interestingly, we observed increased activation of anti-tumor immune-related pathways (STAT4/JAK2 and Type-I IFN signaling) and inhibition of BCSC regulators (β-CATENIN and NF-κB pathways) in HGFL-RON signaling-deficient BCSCs compared to controls. These data convincingly support the premise that HGFL-RON signaling stimulates BCSC functions through activation of β-CATENIN and NF-κB while supporting an immunosuppressive TME, resulting in increased BCSC maintenance and tumor progression.

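The gene lists for BCSC regulators in Supplementary Table 3 come from genes that the paper chose for a change of more than 2-fold in these same samples or in R7shRon BCSCs, and grouped by its direction, so that their fall in R7shHgfl BCSCs is not a separate test (no replicates). The cluster raised in R7 BCSCs holds 27 genes and the cluster lower in R7shHgfl BCSCs holds 17, with a median log2 fold change of -2.30 in each. The adjusted p from Fisher's exact test was under 0.05 for 15 of the 27 and 11 of the 17, and for 9 and 6 when reads were counted as pairs. For WNT/β-CATENIN signaling, Acta2 fell from 2365.03 to 1003.00 reads (log2 fold change -1.38), Lgr6 from 9 to 1 reads (-3.31, adjusted p = 0.0177, Fisher's exact test) and Sfrp2 from 16 to 7 reads (-1.34, adjusted p = 0.0894, exact test). For NF-κB signaling, Hspa1a fell from 109.5 to 12 reads (-3.33), F2rl1 from 600 to 290 reads (-1.19) and Cd36 from 14 to 6 reads (-1.37, adjusted p = 0.1078, exact test). For stem cell maintenance, Nkx6-2 fell from 21.02 to 0.05 reads (-4.69) and Abi3bp from 99 to 45 reads (-1.28, adjusted p = 5.92e-06, exact test). Only 2 of the listed cluster genes passed edgeR's exact test when a coefficient of variation of 0.4 was assumed. From its RNA-Seq data the paper argues that HGFL-RON signaling promotes BCSC functions by activating β-CATENIN and NF-κB. It also argues that this signaling favors an immunosuppressive TME.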

**Figure 4:**
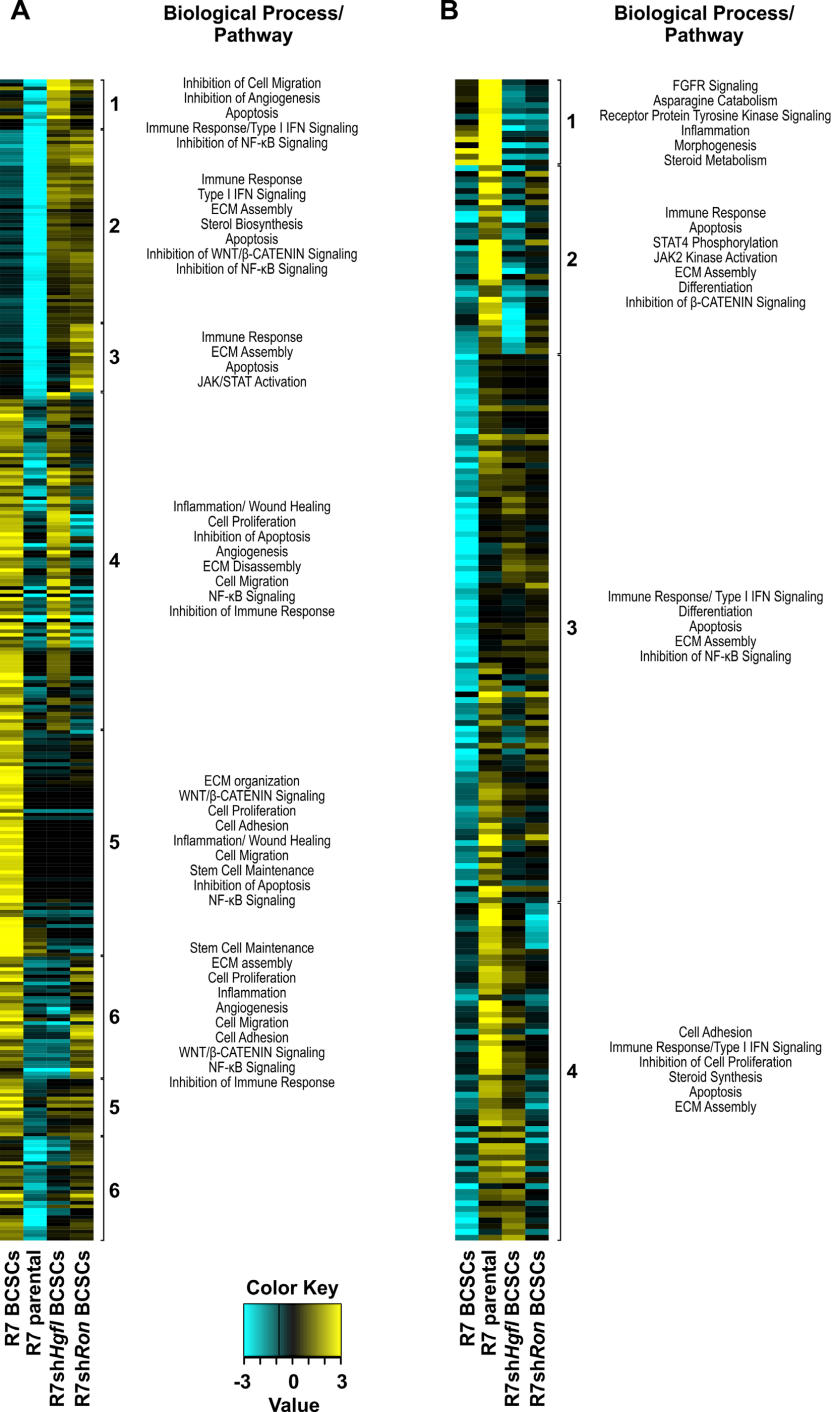
HGFL-RON signaling alters transcriptional programs in BCSCs that may impact BCSC phenotypes and the tumor microenvironment (**A**–**B**) Expression profile of uniquely upregulated (A) and downregulated BCSC genes (B) obtained for Lin^−^CD29^Hi^CD24^+^ BCSCs from R7, R7sh*Ron*, and R7sh*Hgfl* cells. Heatmaps depict normalized gene expression values for genes with > 2-fold change in expression in HGFL or RON deficient Lin^−^CD29^Hi^CD24^+^ BCSCs compared to R7 Lin^−^CD29^Hi^CD24^+^ BCSCs. R7 parental cells are shown for reference. Group clusters and the biological processes/pathways associated with each cluster are shown. See Supplementary Tables 3, 4, 5 for additional information.

### Loss of HGFL-RON activation in BCSCs correlates with decreased β-CATENIN and NF-κB signaling

Next, we sought to elucidate the signaling differences between RON expressing and deficient BCSC-enriched mammospheres (MS) which are responsible for directing self-renewal and tumorigenic potential. Western analyses showed significant reductions in β-CATENIN and phosphorylated NF-κB in R7sh*Ron* BCSCs compared to controls (Figure 5A), suggesting these molecules are important regulators of BCSC phenotypes downstream of RON activation, consistent with our previous observations (Figure 4). 

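For the pathway genes of Supplementary Table 6, R7 BCSCs were compared with R7 parental cells (no replicates), and R7shRon BCSCs were not analysed here. Of the 120 rows of that table, 103 rows of the files had more than 3 reads in a sample. In R7 BCSCs 53 of these were higher and 46 lower, and 87 were within 2-fold. The median log2 fold change was 0.04. The adjusted p from Fisher's exact test was under 0.05 for 37 of the higher and 35 of the lower genes. The total of 72 genes became 1 in edgeR's exact test with an assumed coefficient of variation of 0.4.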

To corroborate the involvement of these pathways in regulating BCSC phenotypes, we compared the β-CATENIN and NF-κB gene expression profiles between R7 parental, R7 Lin^−^CD29^Hi^CD24^+^ BCSCs, and R7sh*Ron* Lin^−^CD29^Hi^CD24^+^ BCSCs by RNA-Seq analysis (Figure 5B and 5C; Supplementary Table 6). 

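The genes named for β-CATENIN signaling differed in depth (no replicates). Ctnnb1 (gene 12387), which encodes β-CATENIN and lies on chromosome 9 of NCBIM37 (mm9) from 120838334 to 120869625, had 13165.88 reads in R7 parental cells and 11320.19 in R7 BCSCs. After normalization these were 9536.91 and 13893.09, a log2 fold change of 0.54 (95% Clopper-Pearson interval 0.51 to 0.58; adjusted p = 1.54e-167, Fisher's exact test). Fstl1, on chromosome 16 from 37776959 to 37836600, rose from 5149.83 to 9901.95 normalized reads (log2 fold change 0.94, interval 0.90 to 0.99). Frat1, on chromosome 19 from 41904658 to 41905299, had only 22 and 32 reads, and its log2 fold change of 1.30 had an interval of 0.47 to 2.15 (adjusted p = 0.0033, exact test). Of the negative regulators, Gsk3b, on chromosome 16 from 38089087 to 38246170, fell from 3543.52 to 2032.38 normalized reads (log2 fold change -0.80, interval -0.88 to -0.72; adjusted p = 2.73e-97, exact test). Apc, on chromosome 18 from 34380578 to 34481843, fell from 3093.18 to 2362.52 (log2 fold change -0.39, interval -0.47 to -0.31; adjusted p = 1.05e-25, exact test). Nkd2, on chromosome 13 from 73955982 to 73985079, had 62 and 31 reads, and its log2 fold change of -0.24 was within sampling noise (interval -0.91 to 0.41; adjusted p = 0.5397, exact test). After correction for transcript length and GC percent, the log2 fold change of Apc reversed to 0.05. Those of Ctnnb1 (0.49), Fstl1 (0.97), Gsk3b (-0.54) and Nkd2 (-0.39) kept their direction. The rise in Frat1 was within sampling noise when reads were counted as pairs. In R7shHgfl BCSCs, the other BCSC group analysed here, normalized reads were 14228.83 for Ctnnb1, 7751.74 for Fstl1 and 42.23 for Frat1. They were 1578.05 for Gsk3b, 1239.10 for Apc and 12.22 for Nkd2. None of the 6 genes passed edgeR's exact test with an assumed coefficient of variation of 0.2, where the count of genes changed as stated moved from 5 to 0. From these differences the paper reasons that BCSCs have more β-CATENIN signaling than parental cells.

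**Figure D3:**
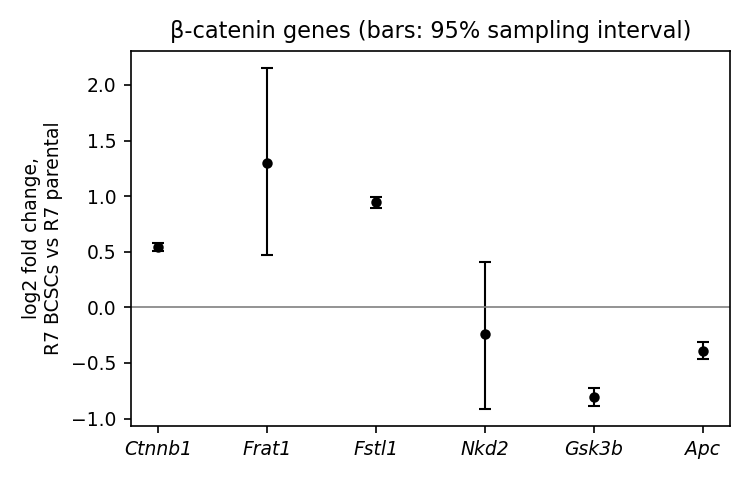
Log2 fold change between R7 BCSCs and R7 parental cells (y axis) for each gene (x axis), 1 sample each. Bars are 95% sampling intervals from the reads, and that of Nkd2, from -0.91 to 0.41, includes 0.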

Data mining revealed increased expression of β-CATENIN-associated genes (*Ctnnb1*, *Frat1*, and *Fstl1*) and a downregulation of β-CATENIN negative regulators (*Nkd2*, *Gsk3b*, and *Apc*) in the BCSC groups compared to R7 parental cells (Figure 5B and Supplementary Table 6), suggesting BCSCs have increased β-CATENIN signaling compared to parental cells. Comparing the Lin^−^CD29^Hi^CD24^+^ BCSC groups, we noticed a significant suppression of β-CATENIN target genes (*Akt1*/2, *Dvl1*, *Fstl1*, and *Pin1*) and an upregulation of β-CATENIN inhibitors (*Cby1*, *Wif1*, and *Dact1*) in R7sh*Ron* BCSCs compared to R7 BCSCs (Figure 5B and Supplementary Table 6), demonstrating higher β-CATENIN signaling in R7 BCSCs, consistent with our Western findings. Similar gene expression analyses performed for the NF-κB pathway demonstrated increased expression of NF-κB-associated genes (*Ccl2*, *Vcam1*, *Bcl2l1*, *Cxcl2*, and *Icam1*) and a downregulation of NF-κB anti-tumor genes (*Irak4*, *Tlr4*, *Ly96*, and *Lta*) in R7 BCSCs compared to R7sh*Ron* BCSCs (Figure 5C and Supplementary Table 6), validating that HGFL-RON signaling BCSCs have higher NF-κB signaling.

**Figure 5:**
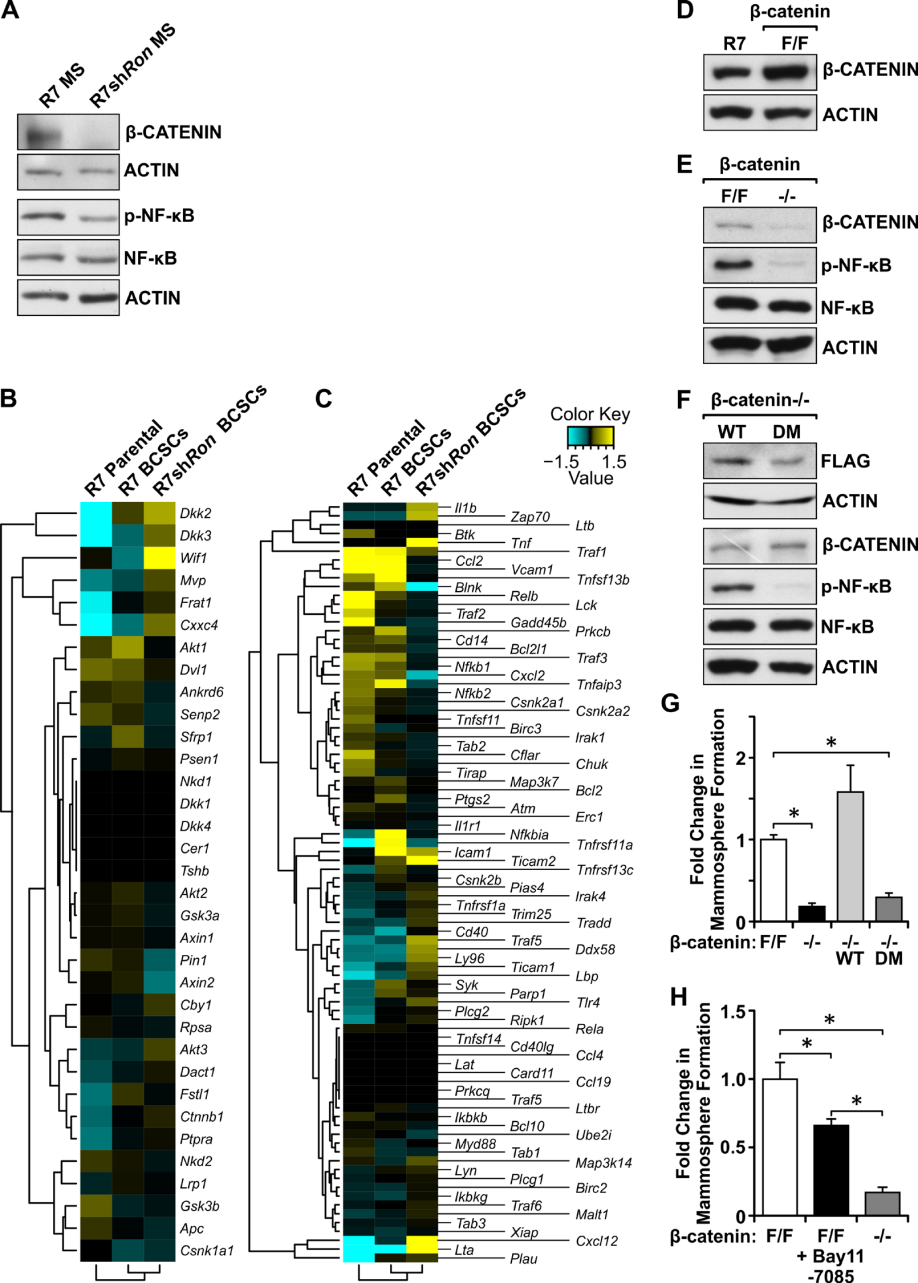
Loss of HGFL-RON signaling in BCSCs correlates with decreased β-CATENIN and NF-κB pathways (**A**) Western blot images for β-CATENIN, phosphorylated-NF-κB, NF-κB, and ACTIN protein levels in R7 and R7sh*Ron* BCSC-enriched mammospheres (MS). (**B**–**C**) Gene expression profile for β-CATENIN (B) and NF-κB (C) pathways in R7 Lin^−^CD29^Hi^CD24^+^ BCSCs, R7sh*Ron* Lin^−^CD29^Hi^CD24^+^ BCSCs, and R7 parental cells. See Supplementary Table 6 for additional information. (**D**) Western blot images showing β-CATENIN and ACTIN expression in R7 and β-cateninF/F mammary tumor cell lines. (**E**) Western blot images for β-CATENIN, phosphorylated-NF-κB, NF-κB, and ACTIN expression in β-cateninF/F and β-catenin−/− cells. (**F**) Western blot images showing FLAG, β-CATENIN, phosphorylated-NF-κB, NF-κB, and ACTIN expression in β-catenin−/− cells expressing exogenous WT and DM β-CATENIN. (**G**) Fold change in mammosphere formation obtained for β-cateninF/F, β-catenin−/−, β-catenin−/− WT, and β-catenin−/− DM cells cultured under 3D-conditions (*n* = 3-4). (**H**) Fold change in mammosphere formation for β-cateninF/F cells treated either with vehicle or 5μM Bay 11-7085 and β-catenin−/− cells (*n* = 2 independent experiments performed in triplicate). Bars depict average values ± SEM. *P < 0.05.

To define the requirement of β-CATENIN downstream of RON signaling, we employed breast cancer cells generated previously from a mammary tumor isolated from *MMTV-Ron* β*-catenin*^F/F^ mice, which contain floxed β-catenin alleles (β-cateninF/F) [23]. These cells express similar levels of β-CATENIN as the *MMTV-Ron*-derived R7 cells used in our previous studies (Figure 5D). To examine the role of HGFL-RON mediated β-CATENIN signaling in BCSCs, β-cateninF/F cells were infected with Adenovirus Cre-GFP to obtain cells deficient in β-CATENIN (β-catenin−/−) (Figure 5E) [23]. Surprisingly, we noted that loss of β-CATENIN resulted in a decrease in the phosphorylation of NF-κB (Figure 5E), suggesting β-CATENIN is regulating the activation of NF-κB downstream of RON to promote BCSC phenotypes. Mammosphere formation analyses using β-cateninF/F and β-catenin−/− cells showed that deficiency in β-CATENIN downstream of RON significantly diminishes BCSC self-renewal, with β-catenin−/− cells exhibiting ~80% reduction in mammosphere formation compared with controls (Figure 5G), validating β-CATENIN as a regulator of RON-mediated BCSC phenotypes. To further mechanistic analyses, we then examined whether NF-κB activation downstream of β-CATENIN is required to promote the RON-mediated BCSC phenotypes using the chemical inhibitor Bay 11-7085 [22]. Bay 11-7085 treatment of β-cateninF/F mammospheres efficiently blocked NF-κB phosphorylation without affecting the expression of RON or β-CATENIN (Supplementary Figure 5). Phenotypically, a significant decrease in mammosphere formation was observed after NF-κB inhibition, with β-cateninF/F Bay 11-7085-treated cells exhibiting ~35% reduction in mammosphere formation compared to vehicle-treated controls (Figure 5H). However, this inhibition was not sufficient to mimic the reduction in mammosphere formation obtained in β-catenin−/− cells (Figure 5H), suggesting that β-CATENIN promotes BCSC phenotypes upon RON activation partially through the activation of NF-κB.

We have previously shown that HGFL-RON signaling induces the non-canonical activation of β-CATENIN through tyrosine phosphorylation of β-CATENIN residues Tyrosine 654 and Tyrosine 670 [23]. To examine the involvement of the non-canonical activation of β-CATENIN downstream of RON in regulating BCSC phenotypes and the activation of NF-κB, we introduced a Flag-tagged wild-type (WT) β-CATENIN construct into β-catenin−/− cells. This WT β-CATENIN construct is capable of being activated by RON-mediated phosphorylation on tyrosine residues 654 and 670 or through canonical β-CATENIN signaling. In addition to the introduction of a WT β-CATENIN construct, a Flag-tagged double mutant (DM) β-CATENIN where tyrosine residues 654 and 670 were replaced with phenylalanine [23] was also utilized to reconstitute β-CATENIN expression. This mutant cannot be phosphorylated by RON but can undergo activation through canonical WNT signaling. Figure 5F demonstrates similar levels of Flag-tagged β-CATENIN expression in β-catenin−/− WT and β-catenin−/− DM reconstituted cells. However, we noticed that β-catenin−/− DM cells had a significant decrease in the phosphorylation of NF-κB compared to β-catenin−/− WT cells (Figure 5F), suggesting that RON-mediated tyrosine phosphorylation of β-CATENIN regulates the activation of NF-κB downstream of RON. Additionally, mammosphere formation analyses showed that expression of exogenous WT β-CATENIN rescued the self-renewal defect observed in β-catenin−/− cells, whereas expression of DM β-CATENIN had no effect in the self-renewal of β-catenin−/− cells (Figure 5G). These data demonstrate that HGFL-RON signaling promotes tumorigenesis by supporting BCSC phenotypes through the non-canonical activation of β-CATENIN and the subsequent activation of NF-κB rather than by canonical WNT/β-CATENIN signaling (Figure 6).

**Figure 6:**
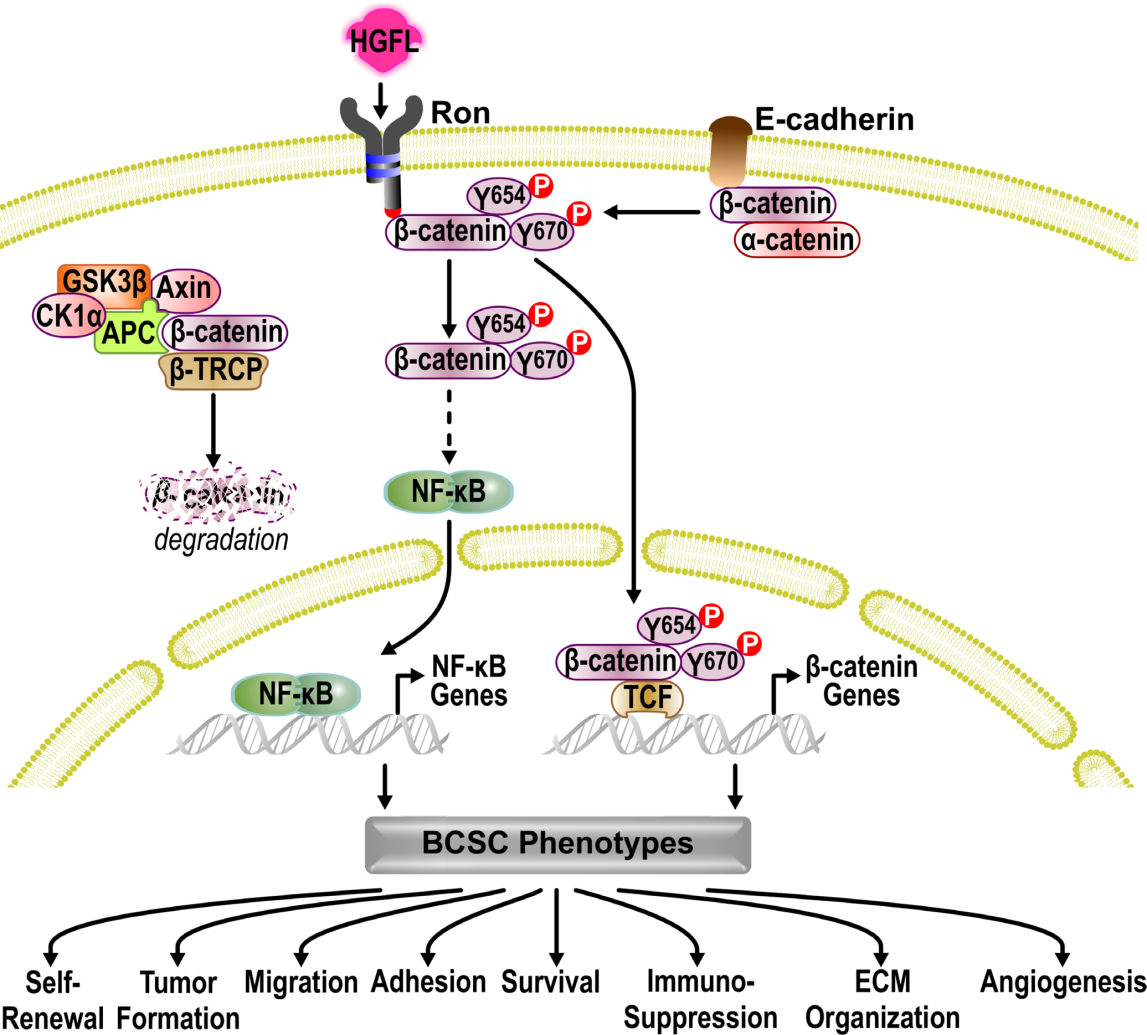
Mechanistic model In the absence of WNT ligands, β-CATENIN is recruited to the APC/AXIN/GSK3β/CK1α/β-TRCP destruction complex and is targeted for proteasome degradation, preventing canonical WNT/β-CATENIN signaling. Activation of HGFL-RON signaling within BCSCs bypasses the canonical β-CATENIN activation and supports the non-canonical activation of β-CATENIN. In the absence of HGFL-RON signaling, β-CATENIN is recruited by E-CADHERIN/*CDH1* to the cell membrane to function as an adaptor protein and transcriptional regulator. Activation of HGFL-RON signaling recruits and activates β-CATENIN via phosphorylation of β-CATENIN on tyrosine residues 654 (Y654) and 670 (Y670). This β-CATENIN activation then allows for the subsequent activation of NF-κB. Transcription of both NF-κB and β-CATENIN target genes then supports BCSC phenotypes by stimulating BCSC self-renewal, tumor formation, migration, adhesion, and survival as well as by altering the extracellular matrix (ECM) organization, angiogenesis, and anti-tumor immune responses, enhancing breast cancer growth.

## DISCUSSION

Currently, first line of treatment against breast cancer involves the use of chemotherapy, radiotherapy, hormonal therapy, and/or targeted therapy to eradicate rapidly proliferating cells present within the tumor [1, 10]. However, a large portion of patients develop recurrence and therapeutic resistance following treatment [2–5], highlighting a lack of effectiveness of existing therapies for breast cancer patients. Mounting reports support the existence of a small subpopulation of breast cancer cells with tumor-initiating capabilities, named Breast Cancer Stem Cells (BCSCs), which possess stem cell properties and give rise to the non-tumorigenic and rapidly proliferating cells that comprise the bulk of the tumor [4, 10, 14]. These BCSCs are highly resistant to therapies currently available in the clinic and contribute to tumor relapse [3, 4, 8, 10, 13]. Recently, a strong effort has been made to focus in the development of new therapeutic strategies to effectively target and reduce BCSCs in patients [4, 31].

The RON receptor tyrosine kinase and its ligand, HGFL, play an important role in breast development, with HGFL-Ron signaling being required for normal mammary ductal morphogenesis and terminal end bud formation, processes which require pluripotent mammary stem cells [27]. RON and HGFL have also been strongly implicated in breast cancer progression, metastasis, and therapeutic resistance, being associated with poor prognosis in patients [6, 17, 18, 24–26]. However, it is not known whether RON signaling promotes breast tumor growth and progression through regulation of the BCSC subpopulation and to what extent its ligand HGFL influences this regulation.

Numerous reports have established the importance of receptor tyrosine kinases in regulating BCSC phenotypes, such as mammosphere formation, self-renewal, and tumor formation [12, 32–34]. Results reported herein are the first to reveal a critical role for HGFL-RON signaling in regulating BCSC functions and maintenance. Our studies demonstrate that depletion of HGFL or RON decreases the mammosphere formation, self-renewal, and numbers of both human and murine BCSCs, resulting in reduced tumor formation and growth as evidenced by our *in vivo* syngeneic transplantation experiments and the use of two clinically-relevant models of breast cancer [6, 17, 18]. Additionally, our data supports that both systemic HGFL and tumor-cell produced HGFL [6] regulate BCSCs. However, the extent to which systemic and tumor-cell produced HGFL regulate breast tumorigenesis remains to be determined. This information highlights the importance of ligand-dependent activation of RON during breast tumorigenesis and identifies two therapeutic strategies to target this signaling pathway in BCSCs, by either blocking HGFL binding to RON or inhibiting RON kinase activity.

Several monoclonal antibodies and receptor tyrosine kinase inhibitors with affinity for RON are currently in phase I/II clinical trials and have shown effectiveness in preclinical models of cancer [6, 28–30, 35, 36]. In this report, the therapeutic implication of inhibiting HGFL-RON signaling in BCSCs was further examined using two RON tyrosine kinase inhibitors, BMS-777607 and Foretinib. Data presented here shows that pharmacologic inhibition of RON reduces BCSC self-renewal, positing the HGFL-RON signaling as a novel therapeutic target to diminish BCSCs in patients. Based on this, we anticipate that inclusion of RON inhibitors as a monotherapy or in combination with other therapies targeting the rapidly-proliferating bulk cells will reduce tumor progression in breast cancer patients.

Regarding the mechanisms through which HGFL-RON signaling regulates BCSC phenotypes, our studies indicate that loss of HGFL-RON signaling in BCSCs is associated with a reduction in β-CATENIN and NF-κB signaling, two important BCSC regulators whose overexpression is associated with poor prognosis [6, 10, 20, 23, 31, 34, 37, 38]. The HGFL-RON signaling has been shown to stimulate β-CATENIN nuclear localization and transcriptional activity in breast cancers upon the phosphorylation of β-CATENIN on tyrosine residues 654 and 670 [6, 23, 26]. In addition, our previous reports have shown that RON regulation of NF-κB activation is both cell type and context dependent [39]. In innate immune cells, such as alveolar macrophages and tissue resident macrophages, RON signaling is associated with a decrease in the activation of NF-κB following lipopolysaccharide (LPS) challenge, limiting the macrophage-driven inflammatory response and decreasing tissue damage [21, 40–42]. However, in breast and prostate cancer epithelial cells and tumors, our laboratory has also shown that epithelial HGFL-RON signaling stimulates the activation of NF-κB by increasing the phosphorylation of IKKα/β and NF-κB while reducing IκBα accumulation, leading to increased survival and angiogenic chemokine production, stimulating tumor growth [6, 22, 39]. Interestingly, results described herein demonstrate that the HGFL-RON signaling-mediated β-CATENIN phosphorylation on tyrosine residues 654 and 670 is critical for increasing BCSC self-renewal and that this is partially accomplished through the downstream phosphorylation/activation of NF-κB after β-CATENIN activation. The cross-regulation between WNT/β-CATENIN and NF-κB has been extensively studied and is similar to the interactions reported between other self-renewal pathways, such as WNT/NOTCH, WNT/HEDGEHOG, and HEDGEHOG/NOTCH [38, 43]. Additionally, the interplay observed between β-CATENIN and NF-κB is consistent with a recent report showing that WNT/β-CATENIN signaling is required for NF-κB activation, which then regulates WNT/β-CATENIN activity for proper hair follicle development [43, 44]. Dissection of the mechanism of this interaction will provide novel insights on how these molecules regulate BCSC self-renewal upon RON activation and will support the use of RON inhibitors as a therapeutic strategy to target the cross-regulation between these two self-renewal pathways in breast cancer. Of note, our analyses suggest that in addition to NF-κB, other signaling molecules contribute to BCSC self-renewal downstream of β-CATENIN. Analysis of alternative pathways will strengthen the importance of the HGFL-RON-β-CATENIN axis in BCSC self-renewal.

Moreover, our transcriptional analyses revealed that activation of HGFL-RON signaling in BCSCs supports additional BCSC functions, such as proliferation, survival, and migration, which support tumor progression and metastasis [9, 11, 32]. Studies have shown that HGFL-RON signaling promotes several of these cellular functions [6, 16]; however, all these studies were performed using heterogeneous tumor samples containing mixed populations of BCSCs and bulk cells. Studies examining the role of HGFL-RON signaling in regulating these BCSC-specific activities and the identification of novel pathways required for these regulations will further define the mechanisms by which HGFL-RON signaling promotes breast cancer progression and support targeting this signaling pathway in late-stage breast cancers.

In addition to changes in cell-intrinsic mechanisms, HGFL-RON signaling in BCSCs also induced the transcription of genes that stimulate the metabolism of steroids as well as activities in the tumor microenvironment (TME), such as angiogenesis, extracellular matrix organization, and wound response, all of which promote tumor progression and recurrence [16, 21, 45]. Recent reports have established the importance of the TME in promoting cancer stem cell maintenance [33, 45, 46]. Publications from our laboratory have shown RON and HGFL expression on multiple cell-types within the TME, with activation of this signaling pathway leading to increased tumor burden associated with M2 anti-inflammatory macrophage polarization and decreased cytotoxic T-cell recruitment/activity, suppressing the immune system [6, 27, 47]. Data presented herein shows that HGFL-RON signaling in BCSCs supports an immunosuppressive TME, which might be regulated through inactivation of STAT4/JAK2 and Type-I IFN signaling. Analysis of the role of HGFL-RON signaling in influencing BCSC properties through modulation of the TME warrants further investigation. This is a critical aspect since inhibition of HGFL-RON signaling may prevent the communication between cells within the TME and BCSCs as well as reactivate the anti-tumor immune response, leading to more effective therapies for breast cancer patients.

Of importance, in addition to being activated by HGFL binding, RON can also be activated by homodimerization or heterodimerization with other receptor tyrosine kinases [21]. This alternative activation may lead to stimulation of genes that are activated in a HGFL-dependent and/or independent manner and thus may trigger different cellular activities depending on the mechanism of receptor activation. Nonetheless, the results herein show that similar cellular activities are affected in the absence of RON or HGFL and suggest that at least a subset of RON-mediated BCSC phenotypes are HGFL-dependent.

In conclusion, our results show that HGFL-RON signaling promotes mammary tumorigenesis by stimulating the BCSC self-renewal through a mechanism controlled by the RON-mediated tyrosine phosphorylation of β-CATENIN and the subsequent activation of NF-κB. In addition, our studies present novel BCSC functions and TME activities that might be regulated by this signaling pathway (Figure 6), which may explain the aggressive phenotype that is observed in RON overexpressing breast cancers. Overall, these data suggest RON and HGFL as novel therapeutic targets to suppress BCSC functions and effectively treat breast cancer patients, which could be extended to other cancers where RON is overexpressed.

## MATERIALS AND METHODS

### Mice

RON receptor tyrosine kinase (*TK*^+/+^), *PyMT TK*^+/+^, *PyMT TK*^−/−^, *MMTV-Ron Hgfl*^+/+^, and *MMTV-Ron Hgfl*^−/−^ female mice were generated and maintained in a FVB background as described [6, 17, 18]. *Hgfl*^−/−^ mice [27, 48] were crossed to *PyMT* to generate *PyMT Hgfl*^−/−^ mice. All mice were maintained under specific pathogen-free conditions and treated in accordance with protocols approved by the Institutional Animal Care and Use Committee of the University of Cincinnati.

### Cells and reagents

Human MCF-7 and T47D cells were obtained from ATCC and were recently authenticated (June/2016) using the PowerPlex16HS STR profiling (Genetica DNA Laboratories). R7 and β-cateninF/F cells were derived from mammary tumors from a transgenic *MMTV-Ron* mouse and from a transgenic *MMTV-Ron* mouse that was crossed into a homozygous β-catenin floxed background, respectively [18, 23]. Generation of MCF-7 PCI-Neo empty vector (EV), MCF-7 PCI-Neo *RON*, T47DshNT, T47Dsh*RON*, R7shNT, R7sh*Ron*, β-catenin−/−, β-catenin−/− WT, and β-catenin−/− DM cells has been previously described [19, 23]. 

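Within the hairpin sequence, the 21 bases CGAGGTATGGTTGGGTACAAT are followed by a loop and their reverse complement. This target matches NCBIM37 (mm9) exactly at 1 place, on the plus strand of chromosome 9 from 107986413 to 107986433. The place lies in Mst1, the gene that encodes HGFL, which spans 107982767 to 107987358. It falls in coding sequence of exon 15 of 18, an exon from 107986392 to 107986538, in the 2 annotated protein-coding transcripts that contain it. No other gene had a protein-coding transcript with the target. With 40 bases on either side, the reference reads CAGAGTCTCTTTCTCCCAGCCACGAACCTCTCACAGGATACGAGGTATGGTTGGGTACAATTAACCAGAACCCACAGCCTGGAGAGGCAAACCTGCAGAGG.

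**Figure D4:**
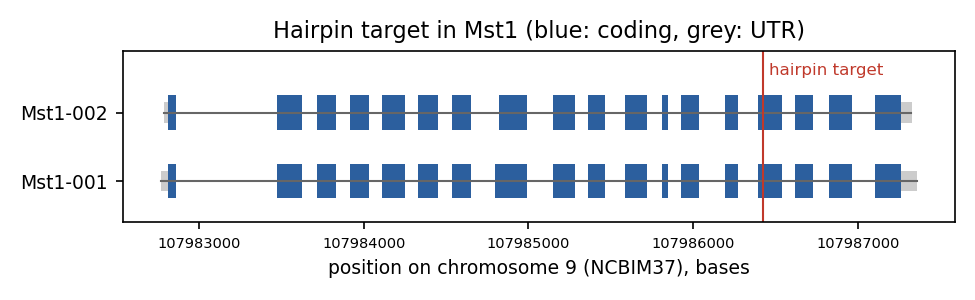
Exons of the protein-coding transcripts Mst1-001 and Mst1-002 along chromosome 9 of NCBIM37 (x axis, bases), with coding sequence in blue and untranslated sequence in grey. The red line marks the hairpin target at 107986413 to 107986433, in exon 15.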

R7sh*Hgfl* cells were generated after infecting R7 cells with *Hgfl* shRNA lentivirus (sequence: CCGGCGAGGTATGGTTGGGTACAATCT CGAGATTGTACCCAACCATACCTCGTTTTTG, Clone ID# NM_008243.2–793s1c1, Cincinnati Children's Hospital Medical Center) and selected with 1 μg/mL puromycin (Invitrogen, Cat# A1113803). R7 KD (3F7G10) cells were generated through CRISPR/CAS9 technology using guide RNA with homology to the RON kinase domain. The guide RNA sequence 5′-CACCGCTTACGACTCAGAGACTTGA-3′ and its reverse complement sequence 5′-AAACTCAAGTCTC TGAGTCGTAAGC-3′ were cloned into the pSpCas9 (BB)-2A-GFP (PX458) plasmid (Addgene, Cat# 48138). R7 cells were transfected with this plasmid and sorted based on GFP expression using the Aria Illu sorter (BD Biosciences). Single cell GFP+ clones were seeded in plates and stable cell lines containing RON targeting were confirmed through immunoblot and genomic analysis. For RON inhibition screenings, R7 cells were treated with increasing concentrations of BMS-777607 or Foretinib (Selleck Chemical, Cat# S1561 and S1111) for 24–72 hours.

### Cell growth assay

R7 and R7shNT cells were seeded at a density of 10,000 cells per well and MTT assays (Sigma, Cat# 298-93-1) were performed at 0, 24, 48, and 72 hours, as previously described [22].

### Mammary tumor cell isolation

Single-cell suspensions of mammary tumors were obtained by mechanical and enzymatic dissociation using 120 U/mL Collagenase I and 20 ug/mL DNase I (Worthington, Cat# LS004196 and LS002139) [6, 47].

### Flow cytometry analyses

Cells were stained with Aldefluor reagent as per manufacturer's instructions (Stemcell Technologies, Cat# 01700) and the percentage of cells with high Aldehyde Dehydrogenase (ALDH) activity were analyzed. Human breast cancer stem cell marker staining was determined by labeling human cells with CD44-APC and CD24-PE antibodies (BD Biosciences, Cat# 559942 and 555428). Dissociated mammary tumor cells and murine cell lines were stained with CD24-PE, CD29-FITC, CD31-APC, TER-119-APC (BD Biosciences, Cat# 553262, 561796, 561814, and 561033) and CD45-APC (Biolegend, Cat# 103111) antibodies, analyzed using the FACS Diva software, and sorted using the Aria Illu sorter (BD Biosciences) [47].

### Mammosphere (MS) formation assays

Cells were seeded at a density of 13,000 cells per mL in 6-well plates coated with 1% agarose and cultured as described [7, 15]. Cells were cultured under 3D-non-adherent conditions and the number of mammospheres greater than 50μm in diameter was counted after 14 days using an Axiovert S100TV microscope (AxioVision software-Carl Zeiss Microscopy) and ImageJ software (National Institutes of Health). Briefly, a 100 μm scale bar was used to calibrate the ImageJ software in order to measure the diameter of the mammospheres. Only mammospheres with a diameter greater than 50 μm were counted. The 50 μm threshold was established based on the average mammosphere size obtained for the control cells. Mammospheres were passaged using 0.05% trypsin (ThermoFisher Scientific, Cat# MT-25-051-CI) by culturing the same number of cells between the comparison groups under 3D-conditions. For HGFL stimulation experiments, R7sh*Hgfl* mammospheres were treated every 2 days with 100 ng/mL of recombinant HGFL (Cys672Ala, R&D Systems, Cat# 4306-MS/CF) and mammosphere formation ability was evaluated [19, 23]. For RON inhibition, R7 mammospheres were treated with 1 μM BMS-777607 or 0.01 μM Foretinib (Selleck Chemical, Cat# S1561 and S1111). For NF-κB inhibition, β-cateninF/F mammospheres were treated with 5 μM Bay 11-7085 (Enzo Life Sciences, Cat# EI279-0010). Mammosphere formation assays of primary BCSCs were performed by culturing the same number of cells between the respective comparison groups under 3D-conditions.

### Limiting dilution transplantation assays (LDA)

Lin^−^CD29^Hi^CD24^+^ sorted from R7, R7sh*Ron*, and R7sh*Hgfl* cells were orthotopically injected into the inguinal mammary fat pads of 9–12 week-old syngeneic FVB female mice following described protocols [14, 23, 49]. Tumor formation was examined 30 days post-injection. The number of tumors formed out of the number of sites injected was used to calculate the BCSC frequency and 95% confidence intervals for each group using the ELDA software [50].

### Immunoblot analyses

Cells were homogenized in RIPA buffer supplemented with protease inhibitors (Complete tablets, Roche Diagnostics, Cat# 11836153001), 1 mM AEBSF (ThermoFisher Scientific, Cat# 50-213-115), and 1 mM Na_3_VO_4_ (Sigma, Cat# S6508-10G). Antibodies for western analyses included: phospho-RON (R&D Systems, Cat# AF1947), RON-β (C-20) (Santa Cruz Biotechnology, Cat# SC-322), β-CATENIN (Cell Signaling Technology, Cat# 9582S and BD Biosciences, Cat# 610154), FLAG (Sigma, Cat# F1804), HGFL (T-19) (Santa Cruz Biotechnology, Cat# SC-6090), phospho-NF-κB p65 (Cell Signaling Technology, Cat# 3033S), NF-κB p65 (Cell Signaling Technology, Cat# 8242S), TUBULIN (Santa Cruz Biotechnology, Cat# SC-5286), and C4-ACTIN (Cincinnati Children's Hospital Medical Center). Peroxidase-conjugated secondary antibodies were applied and membranes were developed using Pierce ECL2 Western Blotting substrate (ThermoFisher Scientific, Cat# PI80196×3).

### RNA-Sequencing (RNA-Seq) analyses

RNA was isolated from R7 parental and R7, R7sh*Ron*, and R7sh*Hgfl* Lin^−^CD29^Hi^CD24^+^ BCSCs using the TRIZOL method (Invitrogen, Cat# 15596-018). RNA-Seq was performed on an Illumina HiSeq2500 for paired-end sequencing with 125 base pair reads. Data was analyzed using GeneSpring NGS software (Agilent Technologies) and sequences were aligned to the mm9 genome with annotations provided by UCSC. Aligned gene reads with a base quality threshold > = 30 were quantified and used to generate Reads Per Kilobase of transcript per Million mapped reads (RPKMs) for each transcript, which were log2-transformed, normalized using DESeq algorithm, and baselined to the median of all samples. Genes with > 3 reads in at least one sample were included in the analyses. Fold-changes were calculated as experimental group/control group to assess differential expression between the groups, with > 1, 2, or 5 thresholds used for differential regulation, depending on the analysis. Fold changes were used to identify the genes utilized in the heatmaps, which show normalized gene expression values, sample hierarchical clustering, and gene patterns. Functional enrichment analysis for differential genes was performed using ToppGene [51], which identifies gene ontology terms in the submitted gene list and provides an enrichment *P*-value using hypergeometric distribution with false discovery rate (FDR) correction. Data can be accessed at NCBI's Gene Expression Omnibus database (#GSE81941, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=kredmgsijvklzcz&acc=GSE81941).

### Statistical analysis

Data are expressed as mean ± standard error of the mean (SEM). Statistical significance was determined by performing Student's *t*-test for pairwise comparisons or ANOVA for comparison of multiple groups using GraphPad Prism software. All *in vitro* experiments represent the average of at least triplicate experiments. LDA statistical analyses were performed using a pairwise chi-square test within the ELDA software [50]. Significance was set at *P* < 0.05.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

HGFL: hepatocyte growth factor-like protein
TK: Tyrosine Kinase
BCSC: Breast Cancer Stem Cells
Lin^-^: Lineage negative
ALDH: Aldehyde Dehydrogenase
LDA: Limiting Dilution Transplantation Assays
ELDA: Extreme Limiting Dilution Analysis
TME: Tumor Microenvironment
ECM: Extracellular Matrix
MS: Mammospheres
WT: Wild-Type β-CATENIN
DM: Double Mutant β-CATENIN
NGS: Next Generation Sequencing
RPKMs: Reads per Kilobase of transcript per Million mapped reads
DESeq: Differential Expression analysis for Sequence count data
SEM: Standard Error of the Mean
LPS: Lipopolysaccharide
FDR: False Discovery Rate

# Supplementary material for: HGFL-mediated RON signaling supports breast cancer stem cell phenotypes via activation of non-canonical β-catenin signaling
**Source:** Oncotarget. 2017 Jul 22;8(35):58918–33. doi: 10.18632/oncotarget.19441
**Supplement:** Supplementary file 1

# HGFL-mediated RON signaling supports breast cancer stem cell phenotypes via activation of non-canonical $\beta$ -catenin signaling

## SUPPLEMENTARY MATERIALS

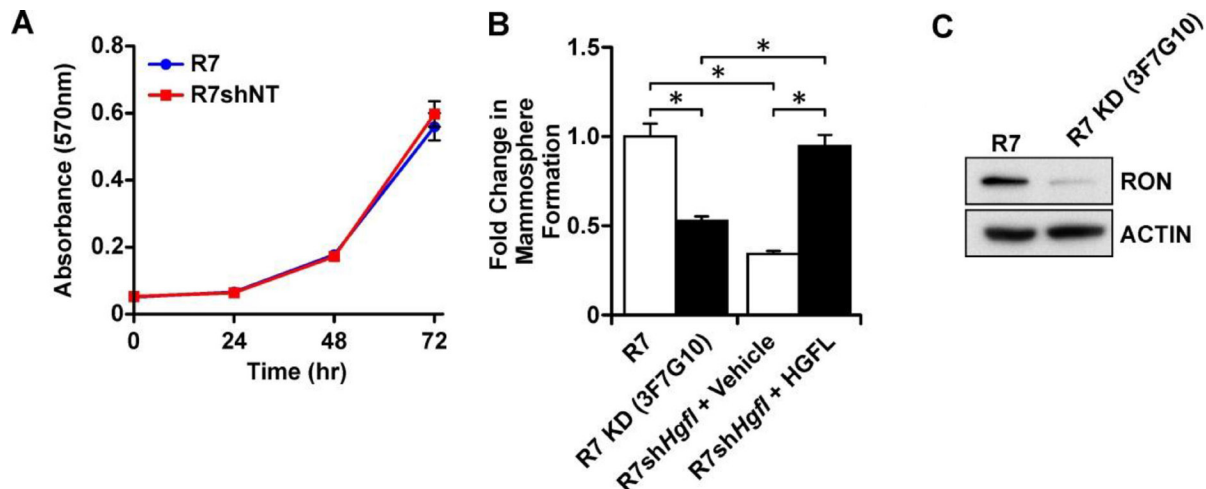

**Supplementary Figure 1: R7 and R7shNT Cells Display Similar Phenotypes and Stimulation of RON Signaling Increases BCSC Mammosphere Formation and Self-renewal.** (A) Cell viability of R7 cells, either untransduced or transduced with a non-targeting control shRNA (R7shNT), was measured at 0, 24, 48, and 72 hours using a MTT colorimetric assay ( $n = 4$  independent experiments performed in triplicate). Bars represent average values  $\pm$  SEM. (B) Quantification of the fold change in mammosphere formation obtained for R7 cells, the RON knockdown cell line R7 KD (3F7G10), and R7shHgfl cells either treated with vehicle or 100ng/ml of recombinant HGFL ( $n = 2$  independent experiments performed in triplicate). Mammosphere formation in the control cells was set to 1. Bars represent average values  $\pm$  SEM. \* $P < 0.05$ . (C) Western analysis for RON and ACTIN in R7 cells and R7 KD (3F7G10) cells.

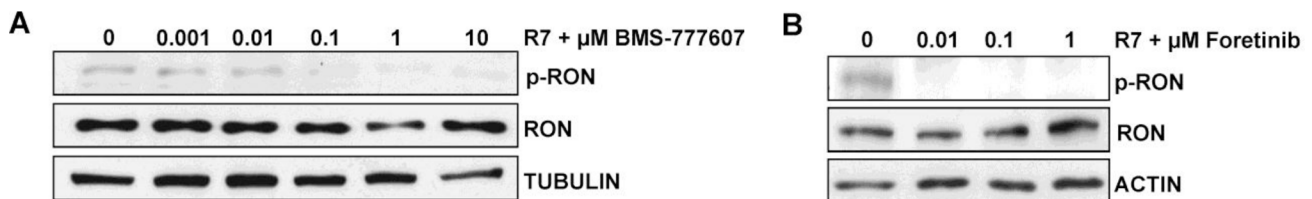

**Supplementary Figure 2: BMS-777607 and Foretinib Inhibit RON Phosphorylation.** (A) Immunoblot analysis for phosphorylated-RON, RON, and TUBULIN in R7 mammary tumor cells treated with increasing concentrations of BMS-777607 for 72 hours. (B) Western analysis for phosphorylated-RON, RON, and ACTIN in R7 cells treated with increasing concentrations of Foretinib for 24 hours.

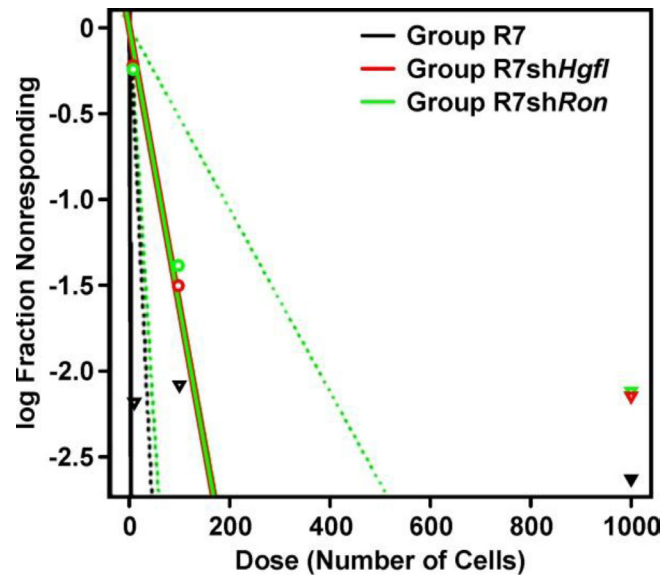

**Supplementary Figure 3: Extreme-Limiting Dilution Analysis (ELDA) for R7, R7shRon, and R7shHgfl BCSCs.** ELDA graph obtained for limited dilution transplantation assays performed using 10, 100, and 1000 Lin-CD29HiCD24+ BCSCs sorted from R7, R7shRon, and R7shHgfl cells. The number of tumors formed out of the number of sites injected was scored and graphed to determine the BCSC frequency (trend line) and the 95% confidence intervals (dotted lines) for each group.

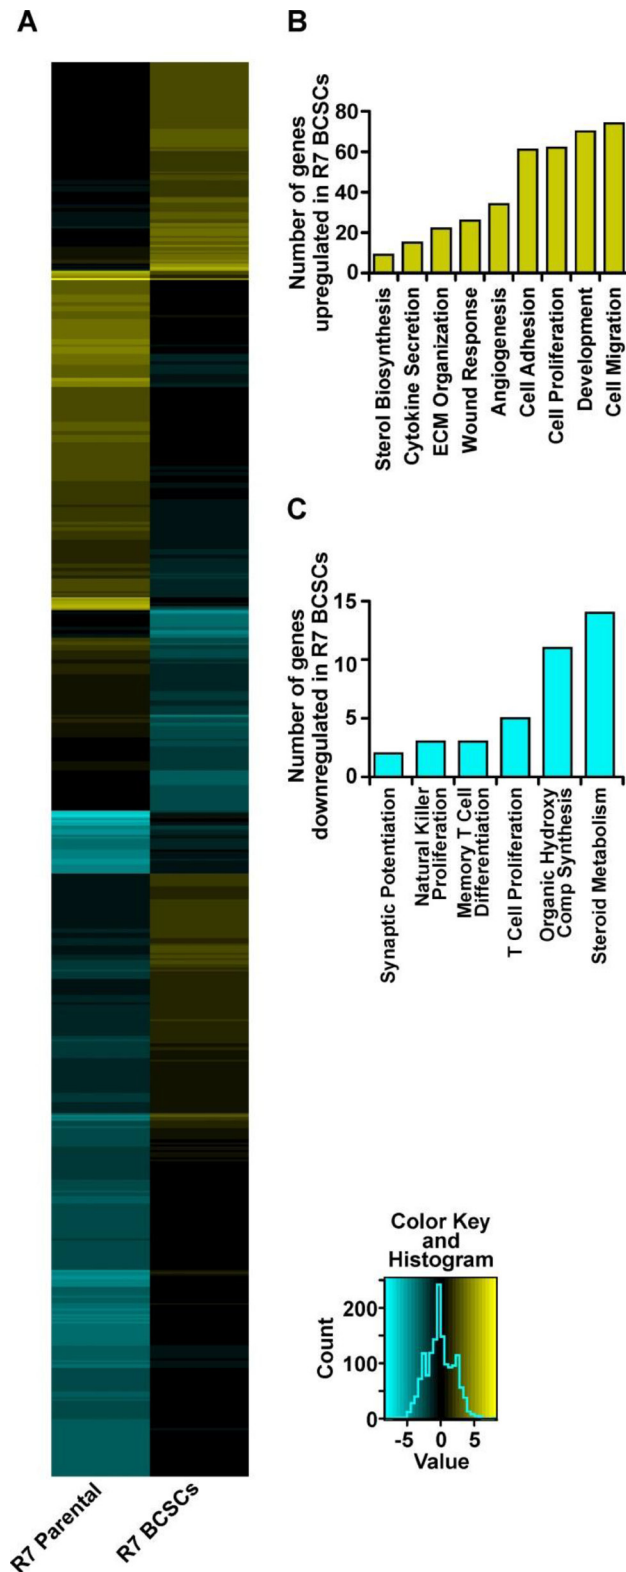

**Supplementary Figure 4: HGFL-RON Signaling BCSCs Have an Aggressive Tumor-initiating Phenotype and Modulate the Tumor Microenvironment to Promote Breast Cancer Growth.** (A) Gene expression profile for R7 Lin-CD29HiCD24+ BCSCs and R7 parental cells. Heatmap shows normalized gene expression values for genes with > 5-fold change in expression in R7 Lin-CD29HiCD24+ BCSCs compared to R7 parental cells. Histogram indicates the distribution of expression values. (B–C) Bar graphs depicting the top biological processes that are upregulated (B) and downregulated (C) in R7 Lin-CD29HiCD24+ BCSCs. See Supplementary Tables 1 and 2 for additional information.

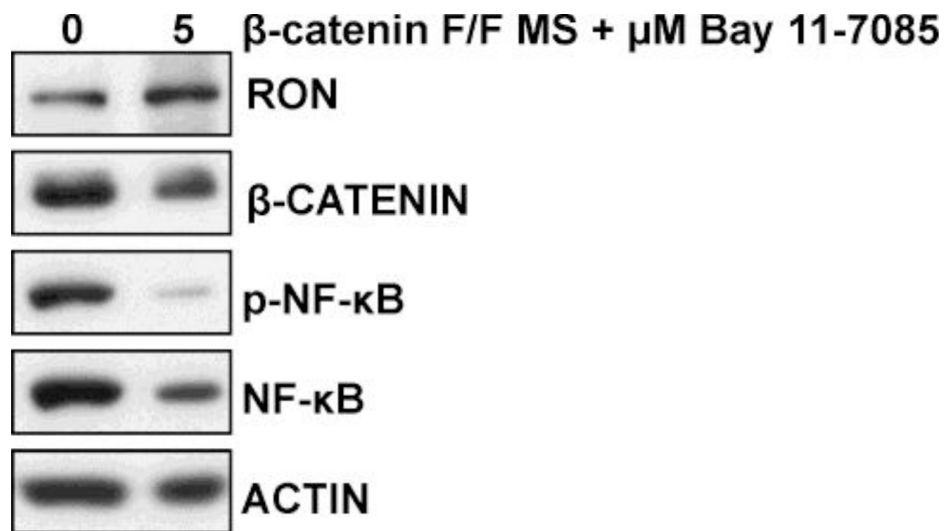

**Supplementary Figure 5: Bay 11-7085 Inhibits NF- $\kappa$ B Phosphorylation Without Affecting RON and  $\beta$ -CATENIN Expression.** Western blot images for RON,  $\beta$ -CATENIN, phosphorylated-NF- $\kappa$ B, NF- $\kappa$ B, and ACTIN expression in  $\beta$ -cateninF/F mammospheres treated with 0 and 5  $\mu$ M Bay 11-7085 for 24 hours.

**Supplementary Table 1: Top biological processes upregulated and downregulated in R7 Lin<sup>-</sup>CD29<sup>Hi</sup>CD24<sup>+</sup> BCSCs compared to R7 parental cells**

| Characteristic   | Biological Process                 | Gene (P-value)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|------------------|------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Down in R7 BCSCs | Steroid Metabolism                 | <i>Cyp2e1, Cyp27a1, Cyp27b1, Gfi1, Acox2, Kcnma1, Hsd17b1, Fgf15, Soat2, Vldlr, Stard5, Rdh9, Cyb5r2, Cyb5r1</i> (4.68E-06)                                                                                                                                                                                                                                                                                                                                                                                                                        |
|                  | T Cell Proliferation               | <i>Il12b, Cd244, Tnfrsf14, Ccr2, Il23a</i> (1.47E-05)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|                  | Natural Killer Cell Proliferation  | <i>Il12b, Cd244, Il23a</i> (3.61E-05)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|                  | Memory T Cell Differentiation      | <i>Il12b, Cd46, Il23a</i> (3.61E-05)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|                  | Organic Hydroxy Compound Synthesis | <i>Cd244, Cyp27a1, Cyp27b1, Gch1, Chka, Gfi1, Acox2, Hsd17b1, Fgf15, Cyb5r2, Cyb5r1</i> (4.05E-05)                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|                  | Synaptic Potentiation              | <i>Ppp1r9a, Cx3cr1</i> (1.06E-04)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|                  | Cell Proliferation                 | <i>Nr4a1, F3, Serpinb5, Plau, Hes1, Ccl11, Cxcl12, Sfrp2, Angpt1, Htr2b, Rgcc, Id1, Nr1d1, Trp63, Il6, Sox9, Itgb3, Ptn, Scg2, Thbs1, Egr3, Atoh8, Has2, Hrh3, Id2, Igfbp3, Cdx2, Enpp2, Hmger, Hist1h2ac, Pim1, Agt, Cthrc1, Pla2g1b, Aldh3a1, Cx3cl1, Vipr1, Sgk1, Ifitm1, St8sial1, Aqp1, Csf1r, Smarca1, Tnk1, Cyp1b1, Spta1, Tnfrsf11a, Ace, Ptgir, Wisp2, Junb, Nfatc2, Dhcr24, Npy5r, Gper1, Vtcn1, Tmem119, Grpr, Sgk2, Egr4, Vsx2, Trib1</i> (3.59E-08)                                                                                   |
| Up in R7 BCSCs   | Cell Migration                     | <i>Enpp2, Mcam, F2rl1, F3, Agt, Plau, Ccl11, Cx3cl1, Hspb1, Cxcl12, Sele, Angpt1, Aqp1, Postn, Csf1r, Il6, Sox9, Cyp1b1, Itgb3, Srp2, Gper1, Sema3d, Thbs1, P2ry6, Atoh8, Trpv4, Lgr6, Has2, Apcdd1, Cygb, Nr4a1, Scnn1g, Cthrc1, Pla2g1b, Hes1, Arrdc3, Mertk, Hspa1a, Hspa1b, Sfrp2, Fmod, Htr2b, Sgk1, Rgcc, Id1, Id2, Ifitm1, Shroom2, Igfbp3, Dnah11, Spta1, Dpysl5, Tnfrsf11a, Ace, Ptn, Nfatc2, Scg2, Dnah8, Krt16, Lhx4, Kif26b, Ldlr, Egr2, Egr3, Cd48, Trib1, Jph3, Acta2, Casq2, Serpinb5, Ccdc151, Lypd3, Kif1a, Dnah10</i> (9.06E-08) |
|                  | Cell Adhesion                      | <i>Enpp2, Cdhrl, Mcam, Vit, F2rl1, Rs1, Agt, Sla2, Clqtmf1, Plau, Hes1, Ccl11, Mertk, Cx3cl1, Hspb1, Cxcl12, Sele, Chst10, Sfrp2, Angpt1, Abi3bp, Ppfia2, Rgcc, Id1, Egfl6, Cytip, Hapln1, Postn, Skap1, Cntnap2, Lypd3, Siglec1, Il6, Megf10, Sox9, Cyp1b1, Prss2, Spta1, Cldn15, Islr, Smoc2, Itgb3, Frem1, Ptn, Wisp2, Mmp24, Srp2, Cacnb4, Kif26b, Vtcn1, Emilin1, Cldn2, Lgals4, Thbs1, Thbs2, Egr3, Cd36, Cd48, Trpv4, Has2, Cdh15</i> (1.30E-07)                                                                                            |
|                  | Angiogenesis                       | <i>Cdx2, Enpp2, Acta2, Mcam, Nr4a1, F3, Agt, Plau, Hes1, Ccl11, Cx3cl1, Hspb1, Cxcl12, Sfrp2, Angpt1, Rgcc, Id1, Aqp1, Il6, Cyp1b1, Ace, Itgb3, Nsdhl, Ptn, Junb, Srp2, Scg2, Gper1, Plxdc1, Thbs1, Thbs2, Egr3, Cd36, Has2</i> (3.25E-07)                                                                                                                                                                                                                                                                                                         |
|                  | Sterol Biosynthesis                | <i>Cftr, Hmger, Hmgcs1, Fdft1, Insig1, Cyp51, Nsdhl, Dhcr24, Ch25h</i> (1.49E-06)                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|                  | Cytokine Secretion                 | <i>F2rl1, Agt, Cx3cl1, Angpt1, Htr2b, Rgcc, Nlrp1b, Postn, Csf1r, Srgn, Il6, Ssc5d, Vtcn1, Cd36, Trpv4</i> (1.77E-06)                                                                                                                                                                                                                                                                                                                                                                                                                              |
|                  | ECM Organization                   | <i>Vit, Serpinb5, Fbn2, Agt, Col2a1, Sfrp2, Fmod, Abi3bp, Rgcc, Egfl6, Hapln1, Postn, Sox9, Cyp1b1, Prss2, Smoc2, Itgb3, Emilin1, Thbs1, Cd36, Lum, Has2</i> (2.74E-06)                                                                                                                                                                                                                                                                                                                                                                            |
|                  | Wound Response                     | <i>Cfh, Hmger, F2rl1, F3, Agt, Clqtmf1, Plau, Ccl11, Cx3cl1, Sele, Nlrp1b, Zfp36, Serpinc1, Il6, Tnfrsf11a, Ace, Cfb, Serping1, C4b, Npy5r, Gper1, Ldlr, Thbs1, Cd36, Otud7a, Trpv4</i> (3.20E-06)                                                                                                                                                                                                                                                                                                                                                 |
|                  | Development                        | <i>Cdx2, Mns1, Enpp2, Mcam, Ccno, Atp8b1, Nr4a1, Rs1, F3, Fbn2, Agt, Cthrc1, Lmod1, Plau, Hes1, Ccl11, Cx3cl1, Ccdc151, Hspb1, Cxcl12, Col2a1, Sfrp2, Angpt1, Pla2g3, Rgcc, Id1, Aqp1, Trp63, Il6, Sox9, Cyp1b1, Ace, Itgb3, Ptn, Junb, Srp2, Nfatc2, Scg2, Klhl6, Tbc1d30, Plxdc1, Kif26b, Dusp5, Casq2, Thbs1, Thbs2, Egr2, Egr3, Atoh8, Cd36, Hmger, Spdef, Islr2, Syt3, Sgk1, Fos, Id2, Ifitm1, Lrrn3, Trim67, Csf1r, Igfbp3, Brinp2, Nkx6-2, Mamstr, Gper1, Tmem119, Has2, Trib1, Cdh15</i> (5.56E-06)                                        |

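Supplementary Table 2 gives a signed fold change per gene, in which a fall is written as a negative number. Each of the 766 rows in the copy analysed here was found in the re-derived counts within 1%, once each sample's reads were multiplied by 1 scale and values under 1 set to 1. The scale was 0.7975 per read for R7 parental cells and 1.3919 for R7 BCSCs, read from the genes with no reads in the other sample. Of the genes past 5-fold on this scale, 304 had no reads in one of the samples, so that their fold change is the normalized count of the other sample.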

**Supplementary Table 2: Fold Change in Gene Expression for R7 Lin<sup>-</sup>CD29<sup>Hi</sup>CD24<sup>+</sup> BCSCs Compared to R7 Parental Cells. See\_Supplementary\_Table 2**

**Supplementary Table 3: Effect of HGFL-RON signaling on the expression of genes shown to be upregulated in R7 Lin<sup>-</sup>CD29<sup>Hi</sup>CD24<sup>+</sup> BCSCs when compared to R7 parental cells**

| Cluster | Characteristic         | Biological Process/ Pathway           | Gene (P-value)                                                  |
|---------|------------------------|---------------------------------------|-----------------------------------------------------------------|
| 1       | Up in R7shHgfl BCSCs   | Inhibition of Cell Migration          | <i>Ifitm1, Cyp1b1, Rgcc</i> (3.49E-04)                          |
|         |                        | Inhibition of Angiogenesis            | <i>Rgcc, Cyp1b1, Hspb1</i> (4.22E-04)                           |
|         |                        | Apoptosis                             | <i>Cyp1b1, Hspb1, Krt20</i> (4.22E-04)                          |
|         |                        | Immune Response/Type I IFN Signaling  | <i>Ifitm1, Hspb1, Hist1h3a</i>                                  |
|         |                        | Inhibition of NF-κB Signaling         | <i>Cyp1b1</i>                                                   |
| 2       | Down in R7 BCSCs       | Immune Response                       | <i>Aicda, Gbp8, Itgb3, C4b</i>                                  |
|         |                        | Type I IFN Signaling                  | <i>Mx2, Oas2, Zbp1</i>                                          |
|         |                        | ECM Assembly                          | <i>Rhov, Fmod, Prelp</i>                                        |
|         |                        | Sterol Biosynthesis                   | <i>Cyp51, Insig1</i>                                            |
|         |                        | Apoptosis                             | <i>Csrnp3</i>                                                   |
|         |                        | Inhibition of WNT/β-CATENIN Signaling | <i>Dkk3</i>                                                     |
|         |                        | Inhibition of NF-κB Signaling         | <i>Nr4a1</i>                                                    |
|         |                        | ECM Assembly                          | <i>Synpo, Lum</i>                                               |
|         |                        | Apoptosis                             | <i>Trp63</i>                                                    |
|         |                        | JAK/STAT Activation                   | <i>Jakmip2</i>                                                  |
| 4       | Down in R7shRon BCSCs  | Inflammation/ Wound Healing           | <i>Clec1a, Nfatc2, Skap1, Duox2, Krt16, Ifitm10</i>             |
|         |                        | Cell Proliferation                    | <i>Egfl6, Vit, Id1, Ptn, Zmat4, Ppp1r26</i>                     |
|         |                        | Inhibition of Apoptosis               | <i>Vit, Id1, Ptn, Zmat4</i>                                     |
|         |                        | Angiogenesis                          | <i>Rem1, Egfl6, Id1, Smoc2</i>                                  |
|         |                        | ECM Disassembly                       | <i>Col2a1, Stmn4, Prss2</i>                                     |
|         |                        | Cell Migration                        | <i>Lypd3, Egfl6</i>                                             |
|         |                        | NF-κB Signaling                       | <i>Il17re, Tnfrsf11a</i>                                        |
|         |                        | Inhibition of Immune Response         | <i>Serping1, Sla2</i>                                           |
| 5       | Up in R7 BCSCs         | ECM organization                      | <i>Mmp24, Fras1, Thbs2</i> (2.03E-02)                           |
|         |                        | WNT/β-CATENIN Signaling               | <i>Cdhr1, Acta2, Hapln1</i> (2.46E-02)                          |
|         |                        | Cell Proliferation                    | <i>Cdx2, Vsx2, Egr4, Aldh3a1, Slc35g2, Tfec, Foxd4, Htr2b</i>   |
|         |                        | Cell Adhesion                         | <i>Postn, Cldn2, Cdh15, Chst10, Cdhr1, Thbs2, Fras1</i>         |
|         |                        | Inflammation/ Wound Healing           | <i>Postn, Nlrp1b, Pla2g1b, F2rl1, Cdx2, Hp</i>                  |
|         |                        | Cell Migration                        | <i>Mmp24, Postn, Thbs2, P2ry6, Acta2, F2rl1</i>                 |
|         |                        | Stem Cell Maintenance                 | <i>Postn, Hapln1, Cdx2, Nkx6-2, Aldh3a1</i>                     |
|         |                        | Inhibition of Apoptosis               | <i>Bex2, Igfbp3, Hspa1a, Htr2b, Tfec</i>                        |
|         |                        | NF-κB Signaling                       | <i>Pla2g1b, F2rl1, Hspa1a, Htr2b</i>                            |
| 6       | Down in R7shHgfl BCSCs | Stem Cell Maintenance                 | <i>Abi3bp, Srgn, Enpp2, Cd36, Kcnmb1, Lgr6, Has2</i> (4.30E-05) |
|         |                        | ECM assembly                          | <i>Col24a1, Fbn2, Abi3bp, Srgn, Sparcl1</i> (2.27E-04)          |
|         |                        | Cell Proliferation                    | <i>St8sia1, Enpp2, Agt, Sfrp2, Ccl11, Scg2, Has2</i>            |
|         |                        | Inflammation                          | <i>Agt, Sele, Cd36, Ccl11, Scg2</i>                             |
|         |                        | Angiogenesis                          | <i>Enpp2, Sfrp2, Ccl11, Scg2, Has2</i>                          |
|         |                        | Cell Migration                        | <i>Enpp2, Lgr6, Sele, Ccl11, Has2</i>                           |
|         |                        | Cell Adhesion                         | <i>St8sia1, Cd36, Ccl11, Has2</i>                               |
|         |                        | WNT/β-CATENIN Signaling               | <i>Agt, Lgr6, Sfrp2</i>                                         |
|         |                        | NF-κB Signaling                       | <i>Agt, Cd36</i>                                                |
|         |                        | Inhibition of Immune Response         | <i>Srgn, Rtn4r11</i>                                            |

**Supplementary Table 4: Effect of HGFL-RON Signaling on the expression of genes shown to be downregulated in R7 Lin<sup>-</sup>CD29<sup>Hi</sup>CD24<sup>+</sup> BCSCs when compared to R7 parental cells**

| Cluster | Characteristic       | Biological Process/ Pathway                | Gene (P-value)                                                 |
|---------|----------------------|--------------------------------------------|----------------------------------------------------------------|
| 1       | Up in R7 BCSCs       | FGFR Signaling                             | <i>Hhip, Fgf21, Esrp1</i> (7.54E-05)                           |
|         |                      | Asparagine Catabolism                      | <i>Asrgl1</i> (7.52E-04)                                       |
|         |                      | Receptor Protein Tyrosine Kinase Signaling | <i>Hhip, Sh2d6, Fgf21, Esrp1</i> (1.47E-03)                    |
|         |                      | Inflammation                               | <i>Ptx3, Esrp1</i> (1.50E-03)                                  |
|         |                      | Morphogenesis                              | <i>Esrp1, Hhip, Gbx1, Vldlr</i>                                |
|         |                      | Steroid Metabolism                         | <i>Stc2, Vldlr</i>                                             |
| 2       | Up in R7shRon BCSCs  | Immune Response                            | <i>Ccr2, Il12b, Il23a, Cyp27b1, Aqp9</i> (9.97E-07)            |
|         |                      | Apoptosis                                  | <i>Ccr2, Il12b, Il23a</i> (2.79E-05)                           |
|         |                      | STAT4 Phosphorylation                      | <i>Il12b, Il23a</i> (7.26E-06)                                 |
|         |                      | JAK2 Kinase Activation                     | <i>Il12b, Il23a</i> (1.81E-05)                                 |
|         |                      | ECM Assembly                               | <i>Avil, Itih2, Ecm2</i>                                       |
|         |                      | Differentiation                            | <i>Cyp27b1, Ptprt</i>                                          |
|         |                      | Inhibition of $\beta$ -CATENIN Signaling   | <i>Ptprt</i>                                                   |
| 3       | Down in R7 BCSCs     | Immune Response/ Type I IFN Signaling      | <i>Lcp2, Ctss, Nlrp1a, Was, Tnfrsf14, Cd46, Entpd2, Kcnma1</i> |
|         |                      | Differentiation                            | <i>Mdk, Creb3l4, Dyrk4, Arl11, Gdap1l1, Kcnma1</i>             |
|         |                      | Apoptosis                                  | <i>G0s2, Arl11, Nlrp1a, Tnfrsf14, Atp2a1, Kcnma1</i>           |
|         |                      | ECM Assembly                               | <i>Trim72, Tnnc1, Ablim2, Was, Cobl, Map6d1</i>                |
|         |                      | Inhibition of NF- $\kappa$ B Signaling     | <i>Gfi1</i>                                                    |
| 4       | Up in R7shHgfl BCSCs | Cell Adhesion                              | <i>Klra1, Klra4, Cd93, Opclm1, Parvb, Azgp1</i>                |
|         |                      | Immune Response/ Type I IFN Signaling      | <i>Cd93, Cd74, Azgp1, Ncf2, Nuggc</i>                          |
|         |                      | Inhibition of Proliferation                | <i>Nupr1, Azgp1, Sfn</i>                                       |
|         |                      | Steroid Synthesis                          | <i>Soat2, Cyb5r2, Cyp2e1</i>                                   |
|         |                      | Apoptosis                                  | <i>Nupr1, Sfn</i>                                              |
|         |                      | ECM Assembly                               | <i>Parvb, Ubxn11</i>                                           |

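The R7shHgfl column of Supplementary Table 5 was compared with the fold changes re-derived for R7shHgfl BCSCs against R7 BCSCs, with a scale of 1.2223 per read for R7shHgfl BCSCs. Of its 525 rows, 511 were within 1%. The R7shRon column belongs to a sample not in the files analysed here, and 38 of its rows were within 1% of the R7shHgfl values.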

**Supplementary Table 5: Fold Change in Gene Expression for R7shHgfl Lin-CD29<sup>Hi</sup>CD24<sup>+</sup> BCSCs and R7shRon Lin-CD29<sup>Hi</sup>CD24<sup>+</sup> BCSCs Compared to R7 Lin-CD29<sup>Hi</sup>CD24<sup>+</sup> BCSCs. See Supplementary\_Table 5**

**Supplementary Table 6: Fold Change in Expression of Genes Related to  $\beta$ -CATENIN and NF- $\kappa$ B Pathways for R7 Lin-CD29<sup>Hi</sup>CD24<sup>+</sup> BCSCs and R7shRon Lin-CD29<sup>Hi</sup>CD24<sup>+</sup> BCSCs Compared to R7 Parental Cells. See Supplementary\_Table 6**

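The fold changes of R7 BCSCs against R7 parental cells in Supplementary Table 6 are signed like those of Supplementary Table 2. Of the 120 rows, 102 were within 1% of the re-derived values on the scale read from Supplementary Table 2. The column for R7shRon BCSCs was not analysed here.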

# Supplementary material for: HGFL-mediated RON signaling supports breast cancer stem cell phenotypes via activation of non-canonical β-catenin signaling
**Source:** Oncotarget. 2017 Jul 22;8(35):58918–33. doi: 10.18632/oncotarget.19441
**Supplement:** Supplementary file 2

**Supplementary Table 2:** Fold Change in Gene Expression for R7 Lin^-^CD29^Hi^CD24^+^ BCSCs Compared to R7 Parental Cells.

# Supplementary material for: HGFL-mediated RON signaling supports breast cancer stem cell phenotypes via activation of non-canonical β-catenin signaling
**Source:** Oncotarget. 2017 Jul 22;8(35):58918–33. doi: 10.18632/oncotarget.19441
**Supplement:** Supplementary file 3

**Supplementary Table 5:** Fold Change in Gene Expression for R7sh*Hgfl* Lin^-^CD29^Hi^CD24^+^ BCSCs and R7sh*Ron* Lin^-^CD29^Hi^CD24^+^ BCSCs Compared to R7 Lin^-^CD29^Hi^CD24^+^ BCSCs.

# Supplementary material for: HGFL-mediated RON signaling supports breast cancer stem cell phenotypes via activation of non-canonical β-catenin signaling
**Source:** Oncotarget. 2017 Jul 22;8(35):58918–33. doi: 10.18632/oncotarget.19441
**Supplement:** Supplementary file 4

**Supplementary Table 6:** Fold Change in Expression of Genes Related to β-CATENIN and NF-κB Pathways for R7 Lin^-^CD29^Hi^CD24^+^ BCSCs and R7sh*Ron* Lin^-^CD29^Hi^CD24^+^ BCSCs Compared to R7 Parental Cells.

How the deposited data were processed for this re-analysis (not part of the article)

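RNA-Seq of R7 parental cells, R7 BCSCs and R7shHgfl BCSCs was analysed, with 1 sample per condition. The authors aligned paired-end reads to mm9 with UCSC annotations in GeneSpring NGS and quantified reads above a base quality threshold. The deposited columns are headed RPKM, but the values are estimated counts of reads per gene that the authors had not divided by length or depth: many are whole numbers, the totals differ between samples, and the fold changes of Supplementary Table 2 follow from them with 1 scale per sample. The paper's methods describe RPKM values that were log2-transformed and normalized with DESeq, and these are not in the files analysed here. How reads shared by several genes were divided was not found in the paper, and genes with near-identical copies are uncertain for that reason. The files hold 36186 rows, with 94 gene symbols on more than 1 row and 27 symbols turned into dates.

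The depth was 23917512 reads in R7 parental cells, 14379151 in R7 BCSCs and 14979919 in R7shHgfl BCSCs. The 10 genes with most reads held 3.7%, 5.1% and 5.9% of them. A level of 3 reads corresponds to 0.13, 0.21 and 0.20 CPM (reads scaled by the library total).

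Counts were scaled with DESeq's median of ratios, computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Normalized values under 1 were set to 1, as the steps in Supplementary Table 2 show, and rows with more than 3 reads in at least 1 sample were kept. The thresholds were 5-fold for R7 BCSCs against R7 parental cells and 2-fold for R7shHgfl BCSCs against R7 BCSCs. Fisher's exact test (scipy 1.17.1) compared rounded reads with the rest of each library, with Benjamini-Hochberg adjustment over 15187 rows. The test uses library totals while the fold changes use the DESeq scale, so that the 2 can differ for small changes in deeply covered genes. Intervals at 95% are exact Clopper-Pearson intervals from the reads. Neither the test nor the intervals include biological variation, which 1 sample per condition cannot show. A quasi-likelihood model could not be fitted for the same reason.

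Alternatives set before the processed files arrived were edgeR's TMM normalization (edgeR 4.0.16 in R 4.3.3), total counts, the scale per read of the paper's tables, a pseudocount of 0.5, a floor of 5, at least 10 reads or no filter, a required adjusted p, rows summed per gene symbol, other fold thresholds, the re-derived gene list, and edgeR's exact test with an assumed coefficient of variation of 0.2 or 0.4. Counting reads as pairs, and correcting log2 fold changes for transcript length and GC percent by lowess (statsmodels 0.14.6, span 0.3), were chosen after seeing the data. Lengths and GC percent came from the longest annotated protein-coding transcript and were known for 88.4% of the tested rows and 82.1% of the BCSC genes. Rows without them were left uncorrected.

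Genes named in the text are those the paper names at its RNA-Seq results, the 5 largest changes in each direction of each comparison among genes past the threshold with an adjusted p under 0.05, at most 3 genes with the smallest p for each process or cluster, and the genes of marker lists written beforehand. Marker lists were compared with 100000 draws of genes of similar expression. The scripts were tested on simulated data with 200 genes changed 8-fold, of which 100% were recovered. In the same data 53 unchanged genes passed 5-fold by sampling, and 4 of those had an adjusted p under 0.05. The changed genes were drawn only from well-covered genes, so that recovery of genes with few reads was not tested. Reads were simulated as independent and not as pairs. Other draws with no change gave a mean of 207.35 genes past 5-fold. Claims about R7shRon BCSCs were left out, since no such sample is in the files analysed here.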

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

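The paper examined R7shHgfl BCSCs only for its BCSC genes. Outside that list, 679 genes changed more than 5-fold against R7 BCSCs, 483 higher and 196 lower, and 616 of them had an adjusted p under 0.05 from Fisher's exact test. They were flagged because the signal lies in genes the paper does not discuss and is above the smallest value the depth can show. The largest increases were in A230087F16Rik (0 reads in R7 BCSCs and 260 in R7shHgfl BCSCs), Samd11 (0 and 125.97), Ptgds (4 and 422.02), Slc24a5 (3.42 and 279.54) and Mgll (2 and 148.51). The largest decreases were in Sssca1 (239.06 and 0), Il13ra2 (57 and 0), Saa3 (252.98 and 4), Luzp2 (39 and 0) and Lcn2 (161 and 4).

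Few reads may account for a large part of these genes, and the tests of this differ. By the test set beforehand, they do not explain most of them, since 9.28% had an adjusted p of 0.05 or more from Fisher's exact test on reads. With reads counted as pairs, chosen after seeing the data, only 330 of the 679 genes passed, and with a floor of 5 normalized reads 266 remained past 5-fold. A bias between the libraries remains as a candidate explanation for part of the change between the samples. Across 9671 genes with at least 50 reads in every sample, the log2 fold change of R7shHgfl BCSCs against R7 BCSCs had a Spearman correlation of -0.45 with transcript length and 0.244 with GC percent. Genes are not independent replicates, and the sizes of 0.2 or more set beforehand as a sign of bias were passed. With a correction for both, chosen after seeing the data, the number of genes outside the list past 5-fold was 684, so that the correction did not lower the count. Length and GC percent were known for only 88.4% of the tested rows, and the share among the 679 genes is not given. Some of the largest changes, in A230087F16Rik and Samd11, were left as they were by the correction. For genes without length and GC percent the count cannot exclude these 2 biases. With 1 sample per condition, differences between cultures or library preparations cannot be told apart from the loss of HGFL, and no biological explanation was tested.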

How the results depend on the processing

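Of the 223 recomputed values, 155 stayed on the same side of their criterion, which for counts of genes allowed a margin. Within it were 501 genes past 5-fold with at least 10 reads required, against 658 in the main setting. Also within it were 956 genes outside the list with a pseudocount of 0.5, against 679. Changing the normalization (edgeR's TMM, total counts or the scale of the paper's tables) left every result recomputed with it within that criterion. Summing rows per gene symbol and removing the filter on reads did the same for the results recomputed with them. The filter was not removed for single genes, the named β-CATENIN genes or the pathway genes. For Mst1r and for the numbers of pathway genes higher and lower, no alternative that was run changed the result. The alternatives were fixed before the processed files arrived, except counting reads as pairs and the length and GC correction, which were chosen after seeing the data.

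A floor of 5 normalized reads changed most counts, since it removes fold changes made of few reads. The genes past 5-fold between R7 BCSCs and R7 parental cells became 264 (150 higher, 114 lower), the BCSC genes past 2-fold in R7shHgfl BCSCs 192 (59 raised genes that fell, 58 lowered genes that rose), the process genes 86, the cluster genes 60 and the genes outside the list 266. A pseudocount of 0.5, which lets small counts give larger ratios, gave 989 genes, 513 of them lower. Requiring at least 10 reads in a sample left 250 BCSC genes past 2-fold, of which 54 were raised genes that fell.

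Requiring an adjusted p from Fisher's exact test as well left 201 BCSC genes past 2-fold (70 and 63) and 67 cluster genes. With reads counted as pairs the numbers were 379 genes past 5-fold (234 and 145), 120 BCSC genes (36 and 34), 44 cluster genes and 330 genes outside the list. edgeR's exact test with an assumed coefficient of variation of 0.2 left 372 (206 and 166), 101 (28 and 31), 36 cluster genes, 367 genes outside the list, 0 of the named β-CATENIN genes and 8 pathway genes. At 0.4 these were 56 (27 and 29), 6 (6 and 0), 2, 30, 0 and 1, and 17 process genes remained. The assumed variation stands in for replicates, and these rows show how far the counts depend on it.

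At a fold threshold of 2, 3571 genes differed between R7 BCSCs and R7 parental cells (1816 and 1755). At 5, 139 BCSC genes changed in R7shHgfl BCSCs (55 and 60). With the re-derived gene list in place of Supplementary Table 2, 107 raised genes fell, since genes with 4 reads and none are left out.

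The rise of Mst1 in R7shHgfl BCSCs against R7 BCSCs was under 2-fold in the main setting. Its adjusted p was no longer under 0.05 with edgeR's exact test (log2 fold change 0.6332 at either assumed variation). The same held with reads counted as pairs (0.6165). The change in Apc reversed with the length and GC correction, to 0.0523. Among the β-CATENIN genes, 11 other values became weaker and 0 stronger. The pseudocount alternative for RPKM values was not run because the values are counts, and the depth limits every gene with fewer than 10 reads, where 1 read pair can move a gene past 2-fold.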

Differences from the paper's values

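The fold change of Ctnnb1 between R7 BCSCs and R7 parental cells was 1.4568, against the paper's 1.5007 in Supplementary Table 6, outside the narrow sampling interval of this deeply covered gene. Of the alternatives set before the files arrived, the scale per read of the paper's tables gave 1.5007. TMM normalization (1.4578), total counts (1.4302), a pseudocount of 0.5 (1.4567) and rows summed per gene symbol (1.4567) did not close the gap. The scale per read of the paper's tables also gave the paper's 767, 474 and 293 genes, where the main setting gave 658, 360 and 298.

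The paper states that Nkd2 is lower in the BCSC groups. Its fold change in R7 BCSCs was close to the paper's, but its log2 fold change of -0.24 had a sampling interval that includes 0, whereas in R7shHgfl BCSCs it was -1.88 against R7 parental cells (adjusted p = 3.25e-05, Fisher's exact test). The paper also states that loss of HGFL-RON signaling suppresses sterol metabolism. The sterol biosynthesis genes of Supplementary Table 3 were higher in R7shHgfl BCSCs, with log2 fold changes of 1.26 for Insig1 and 0.70 for Cyp51. The steroid synthesis genes of Supplementary Table 4 had a median of 1.15, but each had a sampling interval that includes 0. Cyp2e1 had only 2.1 and 6.5 reads, Cyb5r2 0 and 2, and Soat2 5 and 8.08. The steroid metabolism genes Vldlr and Stc2 of Supplementary Table 4 were lower (-5.00 and -1.05). The list of cholesterol synthesis genes written beforehand had a median of 0.06 against R7 BCSCs, with 11 of 17 higher.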

Other observations

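Mst1, the gene of HGFL, had 108.75 reads in R7 parental cells, 39 in R7 BCSCs and 66.03 in R7shHgfl BCSCs, or 4.55, 2.71 and 4.41 CPM (95% Wilson intervals 3.78 to 5.50, 1.98 to 3.71 and 3.46 to 5.60). Reads were therefore not lower in the sample with the Hgfl hairpin. Too few reads were tested as an explanation after this was seen: with reads counted as pairs, the fold change of 1.53 had a 95% interval of 0.8323 to 2.75, which stays above 0.5. A mislabelled sample was tested with the fold changes of the paper: 97.33% of the rows of the R7shHgfl column of Supplementary Table 5 were within 1% of this sample, so that it is the sample the paper calls R7shHgfl. The paper shows HGFL protein in conditioned media (Figure 2A), which RNA reads do not measure, and no biological explanation was tested. Mst1r, the gene of RON, had 16, 18 and 26 reads in the same order.

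In the main setting, BCSC genes returned toward the level of R7 parental cells in R7shHgfl BCSCs more often than they moved away. For the 473 raised genes this depended on genes with few reads. With at least 10 reads required in a sample, 54 of them fell more than 2-fold and 67 rose. The lowered genes kept their direction in that setting (108 rose and 21 fell). The sampling noise of the R7 BCSCs library, which enters both comparisons, may account for part of the return. The read pairs of R7 BCSCs were split at random into 2 parts, each pair with equal chance, in 100 draws. When 1 part was used both to choose and to measure the genes, 51.3% returned more than 2-fold, and when the other part was used to measure them, 27.5% did. The difference of 23.84 percentage points is above the 10 set beforehand. Each part has fewer reads than the full library, so that the share due to noise is likely larger here than in the full data. In the full data 40.3% of the BCSC genes, raised and lowered together, returned.

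Few reads may also shape the genes past 5-fold between R7 BCSCs and R7 parental cells. By the tests set beforehand they do not explain most of them, with 10.79% at an adjusted p of 0.05 or more from Fisher's exact test on reads, and a mean of 207.35 genes over 100 draws with no change, against 658. However, a floor of 5 normalized reads left 264 genes, and 379 passed the test with reads counted as pairs, so that the share due to few reads depends on the criterion. The log2 fold change had a Spearman correlation across genes of 0.0304 with transcript length and 0.3213 with GC percent, so that a GC bias between the libraries may affect the size of the differences. It did not account for the count: with the length and GC correction, chosen after seeing the data, 662 genes were past 5-fold (388 higher, 274 lower), with length and GC percent known for 81.3% of the 658 genes.

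A response to dissociation and sorting is another candidate explanation. Immediate early and stress genes, listed before the files arrived, had a median log2 fold change of 1.6033 in R7 BCSCs and 1.95 in R7shHgfl BCSCs against R7 parental cells, and 26 of 30 and 25 of 30 were higher (permutation p = 1e-05 for each, the smallest that 100000 draws can give). Cholesterol synthesis genes had medians of 2.2395 and 2.36, with 17 of 17 higher in both (permutation p = 1e-05, the smallest possible), a prediction made only after the values were seen, although the list itself was written before the files arrived. Whether R7 BCSCs differ in these genes without sorting cannot be told from these samples, since every BCSC sample was sorted and the parental sample was not.

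Interferon-stimulated genes, listed at the same time, had a median log2 fold change of 1.8844 in R7shHgfl BCSCs against R7 BCSCs, with 28 of 30 higher (permutation p = 1e-05, the smallest possible). Usp18 rose from 11 to 193 reads and Isg15 from 153 to 778 reads. After correction for transcript length and GC percent the median was 1.7899, so that these biases do not account for the rise. A response to the hairpin vector cannot be told apart from the loss of HGFL, since no sample with a non-targeting hairpin is in the files analysed here. Reads of Mst1 did not show a loss in R7shHgfl BCSCs (66.03 reads, against 39 in R7 BCSCs).

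Some of the genes the paper names for R7shRon BCSCs had these log2 fold changes in R7shHgfl BCSCs against R7 BCSCs. Akt1 was -0.87, Akt2 -0.23, Dvl1 -0.53, Cby1 0.73, Wif1 1.86 on 2 and 8 reads, and Dact1 -0.37. Ccl2 was -2.03, Vcam1 -1.58, Bcl2l1 -0.18, Cxcl2 -0.99, Icam1 -1.83, Irak4 0.55, Tlr4 -0.23, Ly96 1.17, and Lta 2.47 on 0 and 5 reads. For Dact1, Wif1, Bcl2l1, Tlr4 and Lta the adjusted p from Fisher's exact test was 0.05 or more. With the length and GC correction, Akt2 was -0.08, Cby1 0.16, Tlr4 0.06 and Ly96 0.35. Akt1 (-0.99), Dvl1 (-0.54), Ccl2 (-2.63), Vcam1 (-1.35), Cxcl2 (-1.04), Icam1 (-1.94) and Irak4 (0.75) kept their direction and were not closer to no change by much.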
